# FAK activity sustains intrinsic and acquired ovarian cancer resistance to platinum chemotherapy

**DOI:** 10.7554/eLife.47327

**Published:** 2019-09-03

**Authors:** Carlos J Diaz Osterman, Duygu Ozmadenci, Elizabeth G Kleinschmidt, Kristin N Taylor, Allison M Barrie, Shulin Jiang, Lisa M Bean, Florian J Sulzmaier, Christine Jean, Isabelle Tancioni, Kristen Anderson, Sean Uryu, Edward A Cordasco, Jian Li, Xiao Lei Chen, Guo Fu, Marjaana Ojalill, Pekka Rappu, Jyrki Heino, Adam M Mark, Guorong Xu, Kathleen M Fisch, Vihren N Kolev, David T Weaver, Jonathan A Pachter, Balázs Győrffy, Michael T McHale, Denise C Connolly, Alfredo Molinolo, Dwayne G Stupack, David D Schlaepfer

**Keywords:** beta-catenin, focal adhesion kinase FAK, ovarian cancer, platinum chemotherapy, pluripotency, tumorspheres, Mouse

## Abstract

Gene copy number alterations, tumor cell stemness, and the development of platinum chemotherapy resistance contribute to high-grade serous ovarian cancer (HGSOC) recurrence. Stem phenotypes involving Wnt-β-catenin, aldehyde dehydrogenase activities, intrinsic platinum resistance, and tumorsphere formation are here associated with spontaneous gains in *Kras*, *Myc* and *FAK* (KMF) genes in a new aggressive murine model of ovarian cancer. Adhesion-independent FAK signaling sustained KMF and human tumorsphere proliferation as well as resistance to cisplatin cytotoxicity. Platinum-resistant tumorspheres can acquire a dependence on FAK for growth. Accordingly, increased FAK tyrosine phosphorylation was observed within HGSOC patient tumors surviving neo-adjuvant chemotherapy. Combining a FAK inhibitor with platinum overcame chemoresistance and triggered cell apoptosis. FAK transcriptomic analyses across knockout and reconstituted cells identified 135 targets, elevated in HGSOC, that were regulated by FAK activity and β-catenin including Myc, pluripotency and DNA repair genes. These studies reveal an oncogenic FAK signaling role supporting chemoresistance.

## eLife digest

Ovarian cancer is one of the deadliest types of cancer in women. There are two main reasons for the aggressiveness of this cancer. First, ovarian cancer cells can spread to other parts of a woman’s body before she has been diagnosed, where the cells grow as tiny clumps or spheres of tumor cells, also called tumorspheres. Second, in the majority of patients, some ovarian cancer cells will develop resistance to the chemotherapy used. It is not clear exactly how these tumor cells become resistant to therapy. One way in which cells could do this is by gaining extra copies of genes that remove toxic substances or repair DNA, which help them withstand the therapy.

Here, Osterman, Ozmadenci, Keinschmidt, Taylor, Barrie, Jiang, Bean, Sulzmaier et al. set up a new experimental method to study how some ovarian cancer cells resist chemotherapy. Comparing ovarian cancer cells from mice at early and late stages of the disease showed that the later-stage, more aggressive cells had more genetic changes. One of these changes affected the gene for a protein called FAK, which was found to have more copies than normal. The FAK protein is an enzyme that helps cancer cells move around. In cells from mice with late-stage cancer, FAK was over-active and present at high levels. When these cells grew as tumorspheres, the tumors were more resistant to chemotherapy than their early-stage counterparts. In patients who have received chemotherapy, surviving tumor cells also exhibit high levels of FAK activity.

Human ovarian cancer cells that are resistant to chemotherapy can be grown into tumors in mice, where they retain their resistance to chemotherapy. However, if chemotherapy is combined with a drug that targets the FAK enzyme, the tumors shrink. This experiment highlights a possible weak spot of these tumor cells. To understand how FAK makes ovarian cancer cells resistant to chemotherapy, Osterman et al. deleted the gene for FAK from the cells and then looked at how this changed the levels of activation of different genes. They found that, in addition to its effects on cell movement, FAK also activated a group of genes that increase resistance to chemotherapy and repair damaged DNA.

This better understanding of how ovarian cancer cells resist chemotherapy could lead to new therapies. In particular, there is now a clinical trial for women with chemo-resistant ovarian cancer in which standard chemotherapy is combined with an inhibitor of the FAK protein.

## Introduction

Ovarian carcinoma is the most lethal gynecologic malignancy in the United States (Siegel et al., 2018). High-grade serous ovarian carcinoma (HGSOC), the most prevalent histologic tumor subtype (Matulonis et al., 2016), is treated with a combination of cytoreductive surgery and carboplatin (DNA damage generation) and paclitaxel (microtubule-stabilizing drug) chemotherapy. Cure is highly dependent on elimination of microscopic disease (Narod, 2016). Approximately 80% of patients with HGSOC exhibit serial disease recurrence, develop resistance to platinum chemotherapy, and die (Bowtell et al., 2015). Although platinum chemotherapy is effective at creating DNA damage and triggering cell apoptosis, subpopulations of tumor cells can survive this stress (Pogge von Strandmann et al., 2017).

Tumor sequencing has revealed complexity and heterogeneity among HGSOC (Cancer Genome Atlas Research Network, 2011). DNA breakage and regions of chromosomal gain or loss are common (Patch et al., 2015). Gains at 8q24 occur in most HGSOC tumors and encompass the *MYC* oncogene at 8q24.21 (Gorringe et al., 2010). Although *MYC* expression is frequently high in HGSOC, the clinical significance remains unclear. *MYC* supports pluripotent stem cell generation and contributes to chemoresistance (Fagnocchi and Zippo, 2017; Kumari et al., 2017; Li et al., 2019).

Myc protein expression is regulated by Wnt/β-catenin signaling, which is both essential for embryonic development and activated in many tumors (Shang et al., 2017). Wnt and Myc fall within the 10 most prevalent signaling pathways in cancer (Sanchez-Vega et al., 2018). Wnt signaling is tightly regulated by the stability, subcellular localization, and transcriptional activity of β-catenin, which supports cancer stem cell (CSC) survival and chemoresistance (Condello et al., 2015; Nagaraj et al., 2015). Platinum can, paradoxically, also select for ovarian cancer ‘stemness’ through undefined mechanisms (Wiechert et al., 2016). Increased aldehyde dehydrogenase (ALDH) activity, arising from elevated expression of a family of cellular detoxifying enzymes, is one hallmark of ovarian CSCs (Raha et al., 2014; Silva et al., 2011). Culturing cells as tumorspheres in vitro increases chemotherapy resistance, ALDH expression, cell de-differentiation and stemness (Shah and Landen, 2014; Malta et al., 2018). Notably, HGSOC dissemination involves tumorsphere growth and survival within ascites (Pogge von Strandmann et al., 2017).

The *PTK*2 gene at 8q24.3, encoding focal adhesion kinase (FAK), is frequently amplified in breast, uterine, cervical, and ovarian tumors (Kaveh et al., 2016). FAK is a cytosolic tyrosine kinase canonically activated by matrix and integrin receptors controlling cell motility (Mitra et al., 2005). Autophosphorylation at tyrosine 397 (pY397) is a hallmark of FAK activity (Kleinschmidt and Schlaepfer, 2017). HGSOC tumors with *PTK2* gains exhibit elevated FAK expression and FAK Y397 phosphorylation (Cancer Genome Atlas Research Network, 2011; Zhang et al., 2016). Metastatic HGSOC tumor micro-environments are enriched with matrix proteins that are FAK activators (Pearce et al., 2018). FAK knockdown and FAK inhibitor studies support an important role for FAK in promoting invasive tumor growth (Ward et al., 2013; Tancioni et al., 2014), yet the targets downstream of FAK are varied and may be tumor or stroma context-dependent (Sulzmaier et al., 2014; Haemmerle et al., 2016). Interestingly, phenotypes associated with FAK knockout can be distinct from FAK inhibition, since kinase-inactive FAK retains important scaffolding roles (Lim et al., 2008).

Several ATP-competitive FAK inhibitors have been developed. Acceptable Phase I safety profiles in patients with advanced solid tumors (Jones et al., 2015; Soria et al., 2016; Hirt et al., 2018) have enabled current Phase II combinatorial clinical trials with FAK inhibitors in pancreatic, mesothelioma, and non-small cell lung carcinoma (NCT02758587 and NCT02546531). In ovarian and prostate carcinoma preclinical models, FAK inhibition (VS-6063, defactinib) enhanced taxane-mediated tumor apoptosis (Kang et al., 2013; Lin et al., 2018). While inhibitors of FAK and Myc exhibit combinatorial activity in promoting HGSOC cell apoptosis in vitro (Xu et al., 2017), it remains uncertain whether gains in 8q24 encompassing *PTK2* are associated with specific HGSOC cell phenotypes or responses to therapy, as determinants of FAK pathway dependence in tumors remain unknown.

Herein, we molecularly characterize a new murine model of ovarian cancer that displays spontaneous gains in the *Kras*, *Myc*, and FAK genes among other striking similarities to HGSOC phenotypes. By using a combination of genetic FAK knockout and rescue, pharmacological inhibition, sequencing and bioinformatics, we identify a non-canonical FAK activity-dependent linkage to β-catenin leading to differential mRNA target expression of Myc and other targets supporting pluripotency and DNA repair. Our studies linking intrinsic FAK activity to platinum resistance support the combinatorial testing of FAK inhibitors for recurrent ovarian cancer.

## Results

### A new in vivo evolved murine epithelial ovarian cancer model

HGSOC is characterized by p53 inactivation and genomic copy number alterations (CNAs), though no preclinical models exist to study cell phenotypes associated with ovarian tumor CNAs. Murine ID8 cells, are spontaneously-immortalized clonal ovarian epithelial cells that form slow-growing tumors in C57Bl/6 mice (Roby et al., 2000). ID8 cells do not contain common oncogenic mutations and express wild type p53. Targeted p53 inactivation promotes ID8 tumor growth and sensitivity to platinum chemotherapy (Walton et al., 2016; Walton et al., 2017). Passage of ID8 cells through C57Bl/6 mice can enhance ID8 tumorigenic potential via undefined mechanisms (Clark et al., 2016; Mo et al., 2015; Ward et al., 2013).

We previously isolated aggressive ID8-IP cells, lethal in mice within 40 days (Ward et al., 2013), via early recovery of ascites-associated cells and anchorage-independent expansion ex vivo (Figure 1A). Total exome sequencing (90% of exons sequenced at 100X) of ID8 and ID8-IP cells revealed 19619 shared, 29373 ID8 unique, and 11800 ID8-IP unique gene variants. However, less than 1% of exon variants identified were detected by RNA sequencing (~60 million clean reads/replicate). No equivalent mutations were found in COSMIC, the Catalogue of Somatic Mutations in Cancer. In addition to non-synonymous mutations previously identified in ID8 cells (Walton et al., 2016), we detected two additional changes in *Hjurp*. In ID8-IP cells, new mutations were identified in *Xxylt1* and *Atxn10.* Overall, the mutational burden within both ID8 and ID8-IP cells is low.

**Figure 1.**
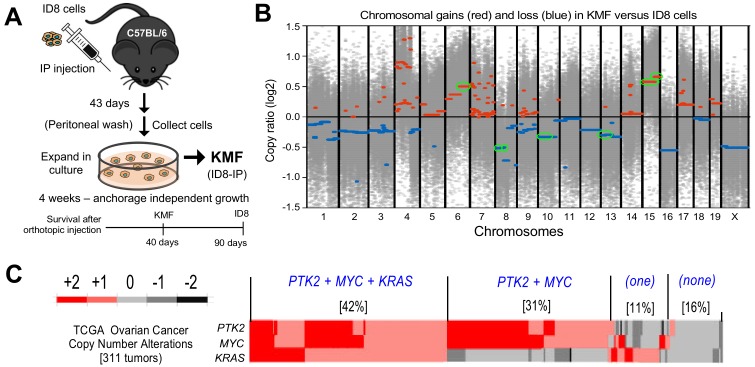
Spontaneous copy number gains in genes for *Kras*, *Myc*, and FAK (*Ptk2*) in a new murine model (KMF) of ovarian cancer. (**A**) Schematic summary of KMF cell isolation by in vivo selection for aggressive ID8 growth in C57Bl/6 mice and expansion of cells as tumorspheres. (**B**) Whole-genome copy number ratio (log2) determined from ID8 and KMF exome sequencing. Gains (red) and losses (blue) are denoted across chromosomes. Circled regions (green) highlight shared genomic copy alterations between KMF and HGSOC (Table 1). (**C**) Heat map showing genomic copy number alterations encompassing *KRAS*, *MYC*, and *PTK2* genes in HGSOC patients (TCGA, 311 tumors). Percentage of tumors with +1 or +2 copy number gains per group are indicated. 10.7554/eLife.47327.006Figure 1—source data 1.ID8 and KMF copy number alterations determined from exome sequencing.

**Figure 1—figure supplement 1.**
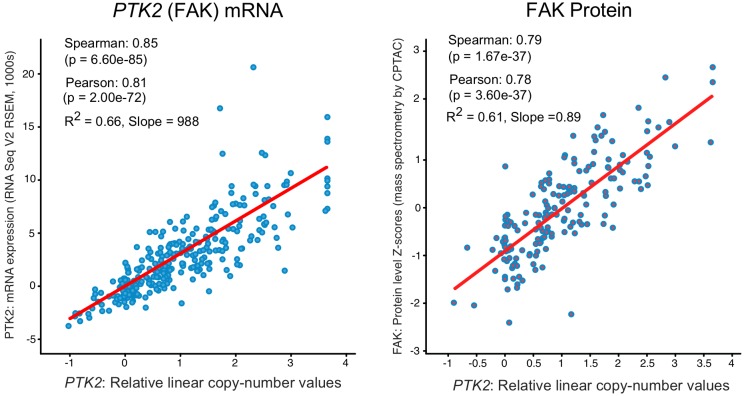
Analysis of *PTK2* mRNA and FAK protein expression as a function of genomic copy number. RNA (left) or FAK protein expression (right) from analyses of RNA sequencing or mass spectroscopy data are plotted against linear copy number values as archived in the ov_tcga dataset, respectively. Pearson correlation, Spearman correlation, and the slope of the derived line (R squared value) are shown to illustrate the linear relationships of the data. p-Values were determined by ANOVA. All data were accessed via cbioportal.org.

**Figure 1—figure supplement 2.**
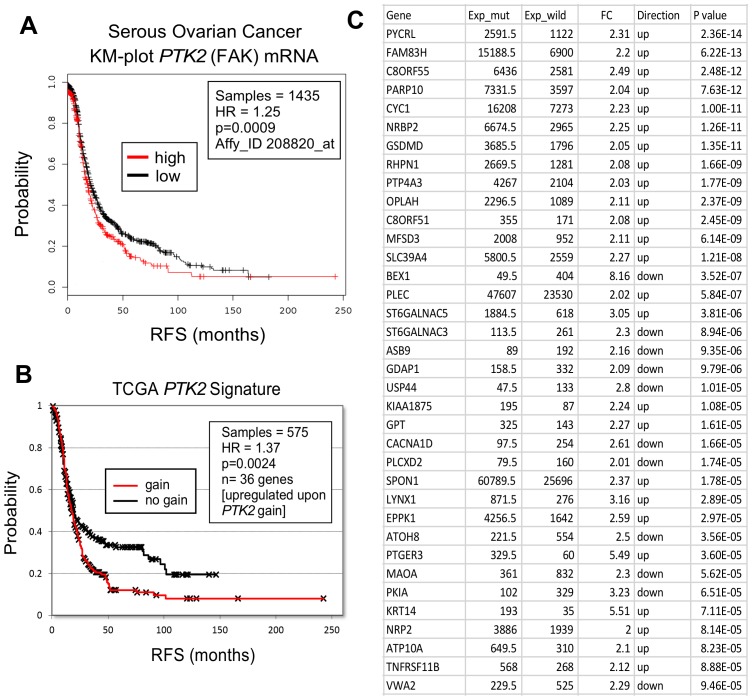
Elevated *PTK2* mRNA is associated with a poor prognosis in ovarian cancer. (**A**) Kaplan-Meier (KM) analysis of *PTK2* mRNA (FAK) levels in 1435 patient samples. Plot shows probability of relapse-free survival (RFS) in months with tumors high (red) or low (black) for *PTK2* mRNA (HR = 1.25, p=0.0009). (**B**) KM plot of *PTK2* signature (red, Panel C) versus no gain (black) showing RFS (HR = 1.37, p=0.0024). (**C**) List of 36 genes (p<9.45E-05) that show copy number fold-change (FC) at least = 2 in HGSOC tumors with *PTK2* gains. Direction: up is gain and down is loss.

To determine if genetic copy number alterations underlie ID8-IP phenotypes, exome sequencing read values and bioinformatic analyses were used to map sites of DNA gains or loss across chromosomes using ID8 as a reference (Figure 1—source data 1). Gains in murine chromosome cytoband regions 6qD1-G3, 15qD3-F3, and 15qA1-D3 were present in ID8-IP cells (Figure 1B*, green circles*). These correspond to human cytobands 12p12.1, 8q24.2, and 8q24.3. The latter two represent one of the most amplified regions in HGSOC (Cancer Genome Atlas Research Network, 2011; Li et al., 2019). The gain in cytoband 15qA1-D3 is in addition to chromosome 15 polyploidy detected by ID8 karyotyping (Roby et al., 2000). Notably, common gene gains in ID8-IP and HGSOC include *Kras*, *Myc*, and *Ptk2* (encoding FAK) that support proliferation, stem cells, and adhesion signaling, respectively (Table 1). Herein, these ID8-IP cells will be termed KMF to denote gains in ***K****ras*, ***M****yc*, and **F**AK genes. Murine KMF cells contain several gains or losses in genes common to the top 20 set of genes altered in HGSOC (Table 1).

**Table 1.** Shared copy number alterations between KMF and the top 20 most significant gene gains and losses in HGSOC.

Murine Cytoband	Human Cytoband	Gain/ Loss	Genes in common murine-human loci	Pathway/Role
6qD1-G3	12p12.1	Gain	*KRAS*	Proliferation
15qA1-D3	8q24.21, 8q24.3	Gain	*MYC, PTK2*	Stem Cell, Adhesion
15qD3-F3	8q24.3	Gain	*RECQL4*	DNA Repair
8qA1.1–1.3	8p23.3	Loss	*TUSC3*	Tumor Suppressor
8qB1.1–1.2	4q34.3	Loss	*IRF2*	Interferon Response
10qA1-D1	19p13.3	Loss	*TJP3*	Tight Junction
13qB3-D2.3	5q11.2, 5q13.1	Loss	*MAP3K1, FOXD1, PIK3R1*	MAPK, Cell Cycle P85-PI3-kinase

### MYC and PTK2 associations in HGSOC

In HGSOC patients, simultaneous gains in *KRAS*, *MYC*, and *PTK2* gains co-occur in 42% of tumors; *PTK2* and *MYC* co-occur in an additional 32% of HGSOC patients (Figure 1C). Thus, more than 70% of HGSOC tumors contain combined gains at *PTK2* and *MYC* loci. *PTK2* copy number gains are linearly proportional to *PTK2* mRNA (R^2^ = 0.66) and FAK protein (R^2^ = 0.61) levels in HGSOC tumors (Figure 1C—figure supplement 1). Elevated *PTK2* mRNA levels in HGSOC are associated with decreased patient relapse-free survival (n = 1435, p=0.0009, and hazard ratio = 1.25) (Figure 1—figure supplement 2A). Bioinformatic analyses identified a set of 36 genes on different chromosomes in HGSOC that exhibit a significant and at least a two-fold change in tumors with elevated *PTK2*. This 36 gene set was associated with a significant shorter time to relapse (n = 575, p=0.0024, hazard ratio = 1.37) (Figure 1—figure supplement 2B,C). Together, these results support the importance of *PTK2* gains as a marker for poor prognosis.

### KMF cells exhibit enhanced CSC phenotypes and cisplatin resistance

ID8 cells exhibit an epithelial-like morphology and poor growth as colonies in semi-solid methylcellulose media. KMF cells exhibit a mesenchymal morphology, form foci in two-dimensional (2D) cell culture, and readily form 3D colonies in methylcellulose (Figure 2A,B). When grown in serum-free supplement-enhanced tumorsphere media (PromoCell) under anchorage-independent conditions for 5 days, ID8 and KMF cells remain ~95% viable and can be analyzed for signaling differences. By immunoblotting, KMF tumorspheres expressed elevated FAK, increased FAK Y397 phosphorylation, and decreased E-cadherin and β-catenin protein levels relative to ID8 cells and normalized to actin (Figure 2C). Treatment of KMF tumorspheres with a glycogen synthase kinase-3 inhibitor (GSK3i) increased β-catenin protein and nuclear transcriptional activity whereas GSK3i addition had no effects on β-catenin levels or activity in ID8 cells (Figure 2D). Additionally, greater than 10% of KMF tumorspheres possessed high ALDH activity with less than 1% of ID8 cells being ALDH-positive (Figure 2E). These results support the notion that KMF cells have gained enhanced CSC characteristics.

**Figure 2.**
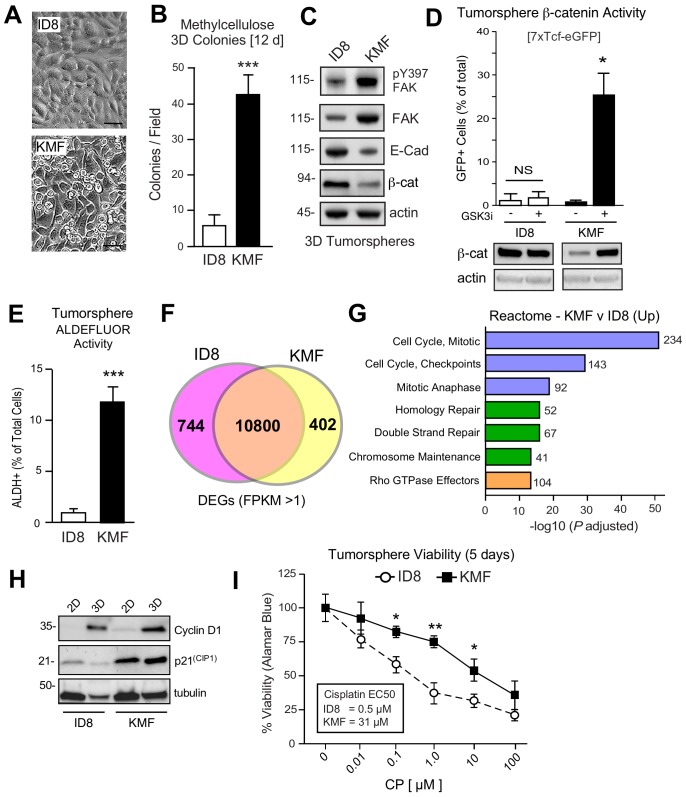
Acquired CSC phenotypes and greater intrinsic cisplatin resistance of KMF cells. (**A**) ID8 or KMF cells at high densities in 2D culture by phase-contrast imaging. Scale is 25 µm. (**B**) Quantitation of ID8 and KMF colony formation in methylcellulose (21 days). Values are means (± SEM, ***p<0.001, unpaired T-test) from three independent experiments. (**C**) ID8 and KMF 3D protein lysates immunoblotted for pY397 FAK, total FAK, E-cadherin, β-catenin, and actin. (**D**) Lentiviral-delivered β-catenin transcriptional reporter activity (7X TCF-eGFP) in ID8 and KMF cells grown as tumorspheres + /- GSK3β inhibitor. Values are percent GFP+ cells by flow cytometry (NS, not significant, *p<0.05, unpaired T-test, two experiments). Lower, lysates of cells immunoblotted for β-catenin and actin. (**E**) Quantitation of ID8 and KMF tumorsphere ALDEFLUOR activity. Values are means expressed as fold-change to ID8 (± SD, ***p<0.001, unpaired T-test, three independent experiments). (**F**) RNA sequencing Venn plot: number of shared or different expressed genes (DEGs) from ID8 and KMF cells in 3D culture. DEGs from FPKM (Fragments Per Kilobase of transcript per Million mapped read) values greater than 1. (**G**) Partial list of Reactome (top 20) KMF UP DEGs. N is the number of target genes elevated in KMF versus ID8. X axis are -log10 adjusted pP values. (**H**) Immunoblotting for cyclin D1, p21(Cip1), and tubulin in lysates of ID8 or KMF cells grown in 2D [10% serum] or 3D [serum-free PromoCell, 5 days] conditions. (**I**) Tumorsphere cytotoxicity (Alamar Blue) with increasing CP (5 days) expressed as percent viability to DMSO control. Means (n = 2) from four independent experiments (± SEM, *p<0.05, **p<0.01 by two-way ANOVA with a Bonferroni’s multiple comparisons test). EC50 values independently determined. 10.7554/eLife.47327.009Figure 2—source data 1.Annotated RNA sequencing results from ID8 and ID8-IP/KMF tumorsphere cell lysates.

To determine if ID8 and KMF cells possess distinct transcriptional signatures, RNA sequencing was performed (Figure 2—source data 1). Using FPKM (Fragments Per Kilobase of transcript per Million mapped reads) threshold values greater than one, 10800 shared, 744 ID8 enriched, and 402 KMF elevated transcripts were identified (Figure 2F). Top 20 Reactome signaling pathways upregulated in KMF cells include *Cell Cycle Control*, *Mitotic Checkpoint*, *DNA Repair, and Rho GTPase* signaling (Figure 2G). Elevated cell cycle mRNA levels are consistent with enhanced KMF tumorsphere growth. However, elevated levels of mitotic checkpoint inhibitors such as p21CIP1 were also constitutively and highly expressed in KMF cells (Figure 2H). Deregulated p21CIP1 levels can occur in p53-deficient cells (Georgakilas et al., 2017), but no mutations in p53 were detected by KMF exome sequencing and steady-state levels of KMF p53 protein are low. As DNA repair pathway targets are also increased in KMF cells (Figure 2G), ID8 and KMF tumorsphere viability was measured after exposure to different concentrations of cisplatin (CP) over 5 days (Figure 2I). KMF cells possessed increased intrinsic resistance to CP cytotoxicity with greater than a 10-fold difference in EC50 values compared to ID8. Taken together, this new KMF model exhibits noteworthy phenotypic similarities to drug-resistant HGSOC.

### Sustained FAK Y397 phosphorylation (pY397) in patient ovarian tumors surviving neoadjuvant chemotherapy

A small subset of HGSOC patients are treated with neoadjuvant carboplatin and paclitaxel chemotherapy to reduce tumor burden prior to undergoing surgery (Matulonis et al., 2016). However, some tumor cells, such as CSCs, escape CP-mediated apoptosis and survive chemotherapy (Wiechert et al., 2016). FAK protein and FAK tyrosine phosphorylation (pY397 FAK) levels are elevated in primary HGSOC tumors compared to normal tissue (Zhang et al., 2016), but it is not known whether chemotherapy alters FAK phosphorylation. To evaluate this, serial sections of paired primary biopsies and tumors obtained at the time of cytoreductive surgery following neoadjuvant carboplatin and paclitaxel chemotherapy were analyzed by immunohistochemical staining and quantitative image analyses (Figure 3—figure supplement 1).

A high degree of Pax8 (tumor marker) and pY397 FAK co-localized staining was detected in primary biopsy samples with FAK pY397 exhibiting both cytoplasmic and nuclear localization (Figure 3A,B). Several of these tumor cells stained positive for the Ki-67 proliferation marker. FAK pY397 staining was higher in ovarian tumor compared to surrounding stromal cells (Figure 3—figure supplement 1). Surprisingly, pY397 FAK staining remained elevated in non-necrotic tumor samples obtained after multiple cycles of neoadjuvant chemotherapy (Figure 3—figure supplement 1). By comparing samples from the same patients pre- and post-chemotherapy, we found pY397 FAK levels trended significantly upward in tumors surviving neoadjuvant chemotherapy (Figure 3D), further supporting an association between FAK signaling and tumor chemoresistance.

**Figure 3.**
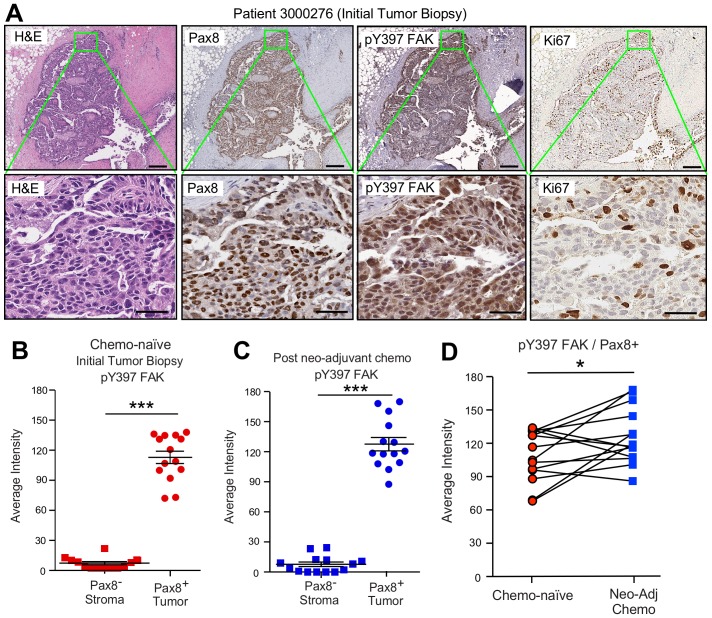
FAK Y397 phosphorylation (pY397) in HGSOC patient tumors surviving neoadjuvant chemotherapy. (**A**) IHC staining of paraffin-embedded serial initial tumor biopsy sections (patient 3000276) with H and E, Pax8, pY397 FAK, and Ki67. Scale is 200 µm. Inset (green box) region is shown at 40X (below). Scale is 60 µm. (**B and C**) FAK pY397 staining intensity of paired patient ovarian tumor samples from initial biopsies (panel B) and after surgical removal following neoadjuvant chemotherapy (panel C) within Pax8-positive (tumor) and Pax8-negative (stroma) regions. Dot plots are quantified staining from 14 paired patient samples (Aperio software) and bars show mean ± SEM (analyzed 11 regions per sample, ***p<0.001, unpaired T-test). (**D**) Increased FAK pY397 staining within Pax8-positive regions post-chemotherapy (*p<0.05, paired T-test). Lines are connecting paired patient tumor samples collected prior to and after neoadjuvant chemotherapy.

**Figure 3—figure supplement 1.**
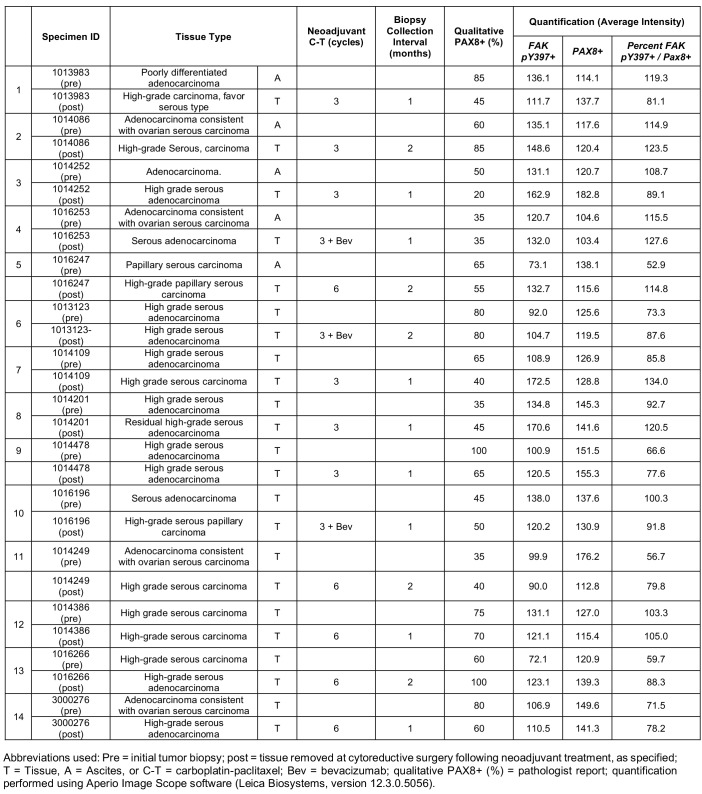
Patient tumor samples pre- and post-neoadjuvant chemotherapy, qualitative IHC score, and summary of quantitative image analyses.

**Figure 3—figure supplement 2.**
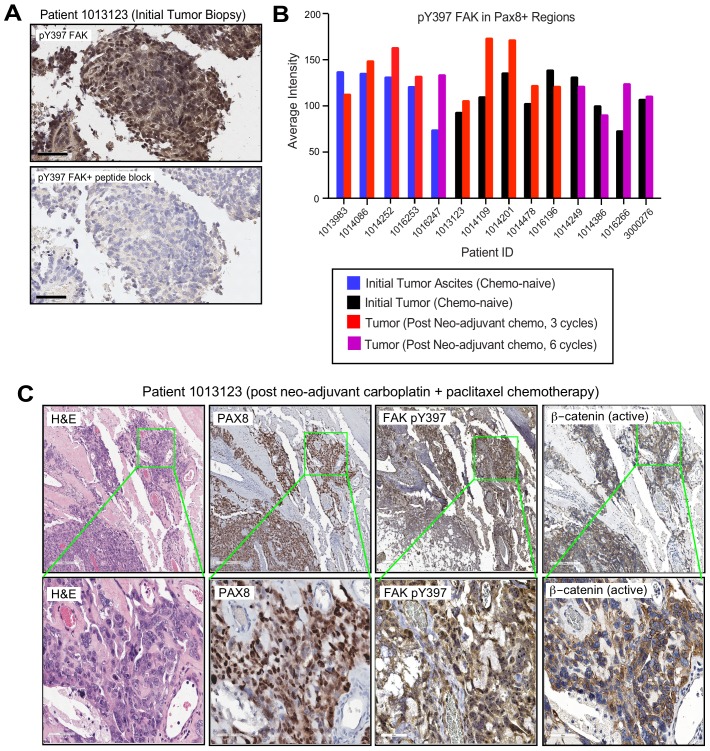
FAK pY397 phosphorylation is maintained in Pax8-positive HGSOC tumors after neo-adjuvant chemotherapy. (**A**) pY397 FAK staining with hematoxylin of initial tumor biopsy (patient 1013123) with or without addition of a pY397 FAK phosphopeptide. Scale is 60 µm. (**B**) Comparison and quantitation of pY397 FAK staining (Aperio software) within Pax8-positive regions of initial (chemo-naive) and post-neoadjuvant chemotherapy tumor biopsies. Values are means, samples are denoted by patient ID from initial tumor biopsy (black bars for solid tumor and blue bars for tumor ascites) or after neo-adjuvant chemotherapy (red is three cycles and purple is six cycles of chemotherapy). 11 regions were analyzed per tumor section. Tumor and chemotherapy details in Figure 3—figure supplement 1. (**C**) Serial OC tumor sections obtained after neo-adjuvant chemotherapy (patient 1013123, six cycles) were stained with H and E, Pax8, pY397 FAK, and active β-catenin. Counter-stained with hematoxylin. Scale is 200 µm. Inset (green box) region is shown magnified (below, scale is 60 µm).

### FAK activation upon ovarian tumorsphere formation

FAK pY397 is canonically considered a marker associated with cell adhesion or increased tissue stiffness (Sulzmaier et al., 2014). Unexpectedly, pY397 FAK staining was also observed within Pax-8-positive ascites tumorspheres that also displayed active β-catenin staining (Figure 4A). This was unanticipated, since FAK Y397 phosphorylation is rapidly lost when human platinum-resistant OVCAR3 cells are removed from adherent 2D culture and placed in suspension (Figure 4B). However, extended time course analyses of OVCAR3 cells cultured in anchorage-independent PromoCell media revealed that FAK Y397 phosphorylation was restored as OVCAR3 cells clustered to form tumorspheres within 2–3 days (Figure 4B,C). Surprisingly, CP (1 µM) treatment of OVCAR3 tumorspheres (EC50 >10 µM) triggered increased FAK Y397 and β-catenin Y142 phosphorylation (Figure 4D). As β-catenin Y142 is a direct FAK substrate promoting β-catenin activation in endothelial cells (Chen et al., 2012), our findings support the notion that adhesion-independent non-canonical FAK activation occurs during tumorsphere formation and in response to CP stimulation.

**Figure 4.**
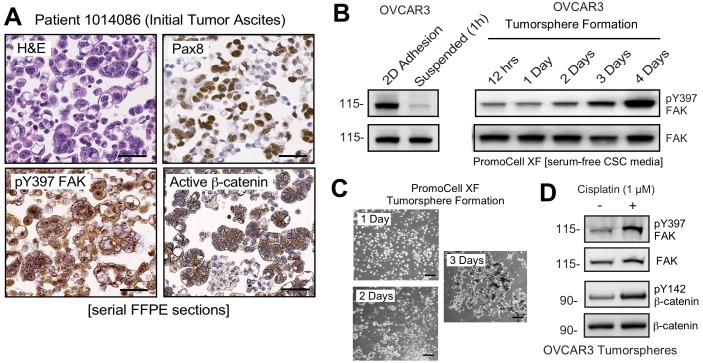
Non-canonical FAK Y397 phosphorylation in tumorspheres. (**A**) Paraffin-embedded IHC serial section staining (H and E, Pax8, pY397 FAK, and active β-catenin) of peritoneal ascites cells (tumorspheres) from initial (patient 1014086) biopsy. (**B**) OVCAR3 lysates from 2D adherent, suspended (1 hr), and cells in anchorage-independent serum-free (PromoCell) conditions facilitating tumorsphere formation were analyzed by total FAK and pY397 FAK immunoblotting. (**C**) Representative images of OVCAR3 tumorsphere formation at Day 1, Day 2, and Day 3. Scale is 2 mm. (**D**) OVCAR3 cells as tumorspheres (Day 3) treated with DMSO or CP (1 µM) for 1 hr and protein lysates blotted for pY397 FAK, total FAK, pY142 β-catenin, and total β-catenin.

### Combinatorial effects of CP and FAK inhibition

As increased FAK Y397 phosphorylation can occur upon CP treatment, we investigated the effect of low dose CP treatment (1 µM) in the presence or absence of a FAK inhibitor (VS-4718, 1 µM) over 5 days on tumorsphere formation, ALDH activity, and cell viability (Figure 5). Cisplatin EC50 values for growth inhibition were 13 µM and 31 µM for OVCAR3 and KMF tumorspheres, respectively. CP treatment resulted in increased tumorsphere formation and ALDEFLUOR activity in OVCAR3 and KMF cells, consistent with this low CP dose serving as an activation-type stress (Figure 5A,B). In contrast, FAK inhibitor (FAKi) reduced tumorsphere formation and ALDEFLUOR activity compared to control-treated OVCAR3 and KMF cells (Figure 5A,B).

**Figure 5.**
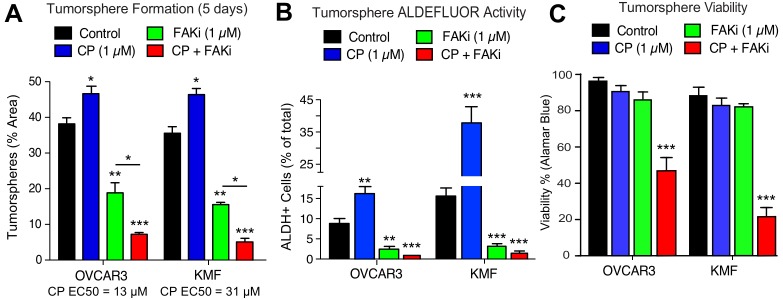
Prevention of CSC phenotypes in vitro by pharmacological FAK inhibition. Quantification of OVCAR3 and KMF tumorsphere formation (panel A), ALDEFLUOR activity (panel B), and tumorsphere viability (panel C) in the presence of DMSO (control), CP (1 µM), FAKi (VS-4718, 1 µM) or CP plus FAKi for 5 days. Values are means (± SEM, *p<0.05, **p<0.01, ***p<0.001 unpaired T-test) of three independent experiments. Panel C, values are means (± SEM, ***p<0.001, one-way ANOVA) from three independent experiments.

**Figure 5—figure supplement 1.**
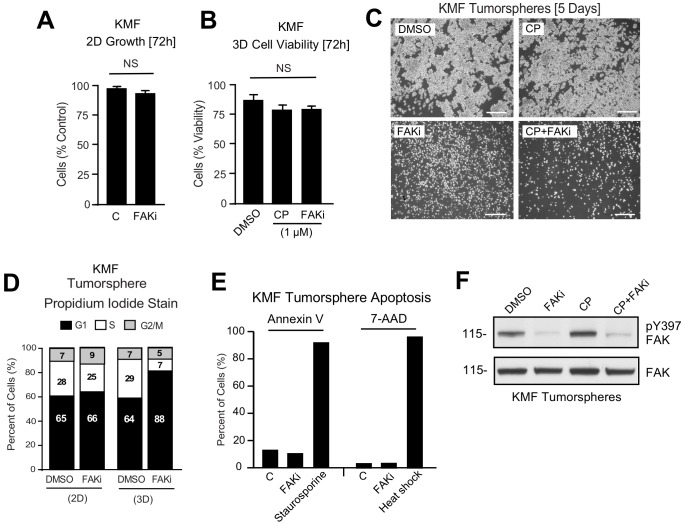
Small molecule FAK inhibition prevents KMF 3D tumorsphere proliferation with effects on cell cycle but not cell apoptosis. (**A**) Growth of KMF cells in 2D culture + /- FAKi (VS-4718, 1 µM) over 72 hr. (**B**) Cell viability (trypan blue exclusion) of KMF cells grown in 3D (PromoCell) in the presence of DMSO, cisplatin (CP, 1 µM), or FAKi (1 µM). (**A and B**) Values are means + /- SD. NS, not significant. (**C**) Representative images of KMF cell tumorsphere formation (PromoCell, 5 days) in DMSO, cisplatin (CP, 1 µM), FAKi (1 µM), or CP plus FAKi (1 µM each). Scale is 1 mm. (**D**) KMF cells grown in 2D or 3D as tumorspheres for 3 days, treated with DMSO or FAKi (VS-4718, 1.0 µM), stained with propidium iodide, and analyzed by flow cytometry. Percentage of cells in G0, G0/G1, S, and G2/M phase of the cell cycle was determined using FlowJo. (**E**) Percent of KMF tumorsphere cell staining for annexin V or 7-AAD (7-aminoactinomycin D) treated with DMSO (control, (**C**), FAKi (VS-4718, 1 µM 24 hr), staurosporine (1 µM, 24 hr), or heat shock (100°C, 15 min) by flow cytometry. (**D and E**) Values are means from two independent experiments. (**F**) KMF cells grown as 3D tumorspheres for 3 days were treated with DMSO, FAKi (VS-4718, 1.0 µM), cisplatin (CP, 1 µM), or CP plus FAKi (1 µM each) for 2 hr and lysates evaluated by FAK and pY397 FAK immunoblotting.

**Figure 5—figure supplement 2.**
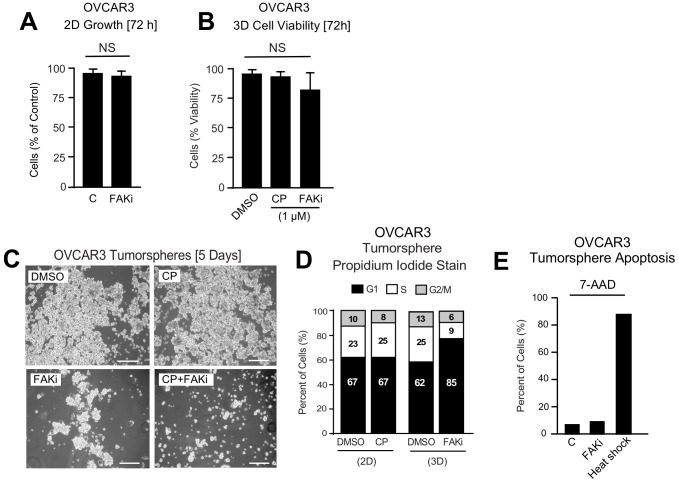
Small molecule FAK inhibition selectively inhibits OVCAR3 3D tumorsphere proliferation with effects on cell cycle but not cell apoptosis. (**A**) Growth of OVCAR3 cells in 2D culture + /- FAKi (VS-4718, 1 µM) over 72 hr. (**B**) Cell viability (trypan blue exclusion) of OVCAR3 cells grown in 3D (PromoCell) in the presence of DMSO, cisplatin (CP, 1 µM), or FAKi (1 µM). (**A and B**) Values are means + /- SD. NS, not significant. (**C**) Representative images of OVCAR3 tumorsphere formation (PromoCell, 5 days) in DMSO, cisplatin (CP, 1 µM), FAKi (1 µM), or CP plus FAKi (1 µM each). Scale is 1 mm. (**D**) OVCAR3 cells grown in 2D or 3D as tumorspheres for 3, treated with DMSO or FAKi (VS-4718, 1 µM), stained with propidium iodide, and analyzed by flow cytometry. Percentage of cells in G0, G0/G1, S, and G2/M phase of the cell cycle was determined using FlowJo. (**E**) Percent of OVCAR3 tumorsphere cell 7-AAD (7-aminoactinomycin D) staining when treated with DMSO (control, (**C**), FAKi (VS-4718, 1 µM 24 hr) or heat shock (100°C, 15 min) by flow cytometry. (**D and E**) Values are means from two independent experiments.

FAKi was not directly cytotoxic, since only CP combined with FAKi decreased tumorsphere viability (Figure 5C). Single agent CP or FAKi treatment did not alter KMF (Figure 5—figure supplement 1) or OVCAR3 (Figure 5—figure supplement 2) growth or viability in 2D culture. Under 3D conditions, FAKi reduced FAK Y397 phosphorylation and resulted in an elevated percentage of KMF and OVCAR3 cells in G1 phase of the cell cycle (Figure 5—figure supplements 1 and 2). The finding that FAKi decreased 3D cell proliferation, and that FAKi exhibits combinatorial activity with low-dose CP to promote apoptosis, highlights a potential therapeutic combination.

### Platinum-resistant tumorspheres can acquire dependence on FAK for growth

Phosphoinositide 3-kinase (PI3K)-elicited Akt activation is one of several survival signaling pathways downstream of FAK (Sulzmaier et al., 2014). More than half of HGSOC tumors harbor genetic lesions that can elevate PI3K activity (Hanrahan et al., 2012). A2780 human ovarian carcinoma tumor cells contain activating mutations in *PI3KCA* and inactivation of *PTEN* - alterations that can promote Akt activation (Domcke et al., 2013). OVCAR10 cells similarly exhibit elevated Akt phosphorylation and both A2780 and OVCAR10 cells are resistant to FAKi (1 µM) effects on 3D cell proliferation (Tancioni et al., 2014). To determine if in vitro acquisition of increased CP resistance alters FAK signaling, intermittent CP exposure (10 µM) and cell recovery was used to generate OVCAR10-CP (EC50 = 9 µM) and maintain A2780-CP70 cell (EC50 = 60 µM) selection. Immunoblotting revealed constitutively elevated FAK pY397 within tumorspheres of CP-resistant compared to parental cells (Figure 6A). In addition, we find that CP-resistant A2780-CP70 and OVCAR10-CP cells exhibited a newly acquired dose-dependent sensitivity to FAKi growth inhibition as tumorspheres (Figure 6B), but not when the same cells were grown in 2D conditions (Figure 6B—figure supplement 1).

**Figure 6.**
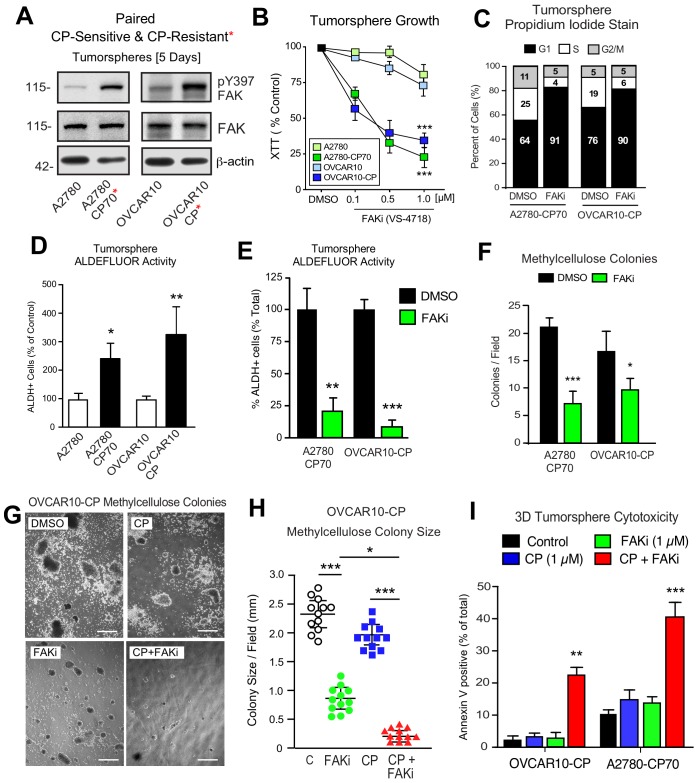
Acquired FAK dependence for CP-resistant tumorsphere growth. (**A**) Human A2780, A2780-CP70, OVCAR10, and OVCAR10-CP tumorsphere lysates immunoblotted for FAK pY397, total FAK, and actin. (**B**) Growth of A2780, OVCAR10, A2780-CP70, or OVCAR10-CP cells as tumorspheres in the presence of FAKi (VS-4718, 0.1 to 1.0 µM) for 4 days. Values are means (± SEM, ***p<0.001, one-way ANOVA) from two independent experiments. (**C**) A2780-CP70 or OVCAR10-CP cells grown as tumorspheres (3 days) were treated with DMSO or FAKi (VS-4718, 1 µM) for 24 hr, stained with propidium iodide, and analyzed by flow cytometry. Shown is percent of cells in G0/G1, S, or G2/M phase of the cell cycle. (**D**) Quantitation of A2780-CP70 and OVCAR10-CP colony formation in methylcellulose (21 days) with DMSO (control) or FAKi (VS-4718, 1 µM). Values are means (± SEM, *p<0.05, ***p<0.001, unpaired T-test) from two independent experiments. (**E**) A2780-CP70 and OVCAR10-CP tumorsphere ALDEFLUOR activity treated with DMSO or FAKi (VS-4718, 1 µM) for 24 hr. Values are means (± SEM, **p<0.01, ***p<0.001, one-way ANOVA compared to DMSO) for three independent experiments. (**F**) Quantitation of A2780-CP70 and OVCAR10-CP methylcellulose colony formation (21 days). Values are means (± SEM, *p<0.05, ***p<0.001, unpaired T-test) from two independent experiments. (**G and H**) Representative OVCAR10-CP methylcellulose colony formation (21 days) (panel G) and colony size (panel H) in the presence of DMSO (control), CP (1 µM), FAKi (1 µM), or CP plus FAKi. Scale is 2.5 mm. Values are means (± SEM, *p<0.05, ***p<0.001, one-way ANOVA) from two independent experiments. (**I**) A2780-CP70 and OVCAR10-CP tumorsphere cytotoxicity (annexin V) in the presence of DMSO (control), CP (1 µM), FAKi (1 µM), or CP plus FAKi. Values are means (± SEM, **p<0.01, one-way ANOVA) from three independent experiments.

**Figure 6—figure supplement 1.**
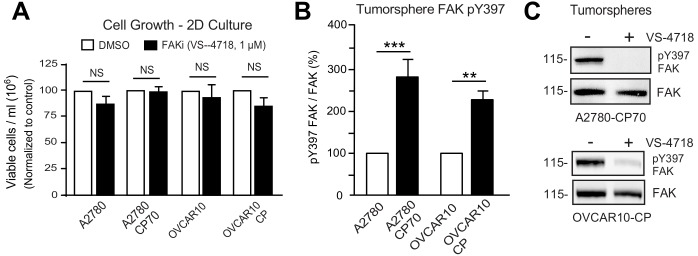
Constitutively elevated FAK Y397 phosphorylation in CP-resistant tumorspheres. (**A**) Growth of CP-sensitive (A2780 and OVCAR10) or CP-resistant (A2780-CP70 and OVCAR10-CP) cells in 2D culture + /- FAKi (VS-4718, 1 µM) over 72 hr. Values are means + /- SD from two independent experiments. NS, not significant. (**B**) The indicated cells were grown as tumorspheres (5 days), protein lysates analyzed by total FAK and pY397 FAK immunoblotting. LiCor quantitation of pY397 FAK to total FAK values are means + /- SD from three independent experiments (**p<0.01 and ***p<0.001). (**C**) A2780-CP70 and OVCAR10-CP tumorspheres [5 days] were treated with DMSO or FAKi (VS-4718, 1 µM) for 1 hr and lysates analyzed by total FAK and pY397 FAK immunoblotting.

**Figure 6—figure supplement 2.**
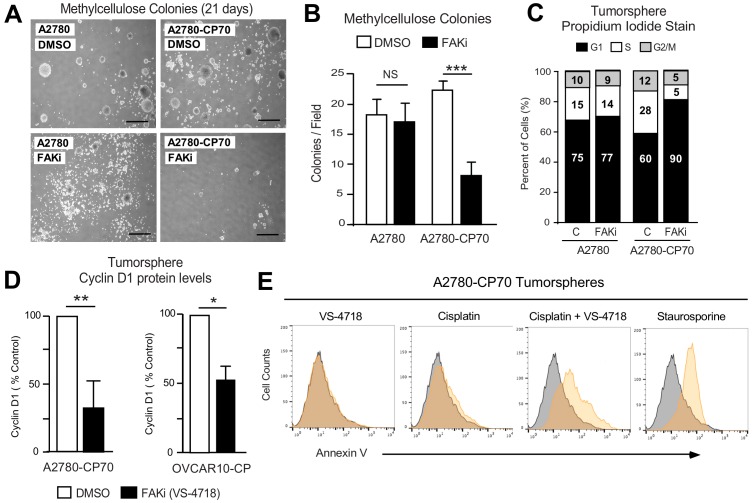
Platinum-resistant A2780-CP70 exhibit FAK-dependent growth. (**A**) Representative images of A2780 and A2780-CP70 methylcellulose colony formation (21 days) + /- FAKi (1 µM VS-4718). Scale is 2 mm. (**B**) Quantitation of A2780 and A2780-CP70 colony formation from panel A. Values are means + /- SD from two independent experiments (NS, not significant and ***p<0.001). (**C**) A2780 and A2780-CP70 cells grown as 3D tumorspheres for 3 days, treated with DMSO or FAKi (VS-4718, 1 µM), stained with propidium iodide, and analyzed by flow cytometry. Percentage of cells in G0, G0/G1, S, and G2-M phase of the cell cycle was determined using FlowJo. (**D**) Quantitation of cyclin D1 protein levels by immunoblotting of cell lysates from tumorsphere experiment in panel F. Values are normalized to DMSO-treated control and are means + /- SD from three independent experiments (*p<0.05 and **p<0.01). (**E**) Representative flow cytometry histograms of A2780-CP70 spheroids treated with DMSO (gray) 1 µM VS-4718, 5 µM cisplatin, VS-4718 plus cisplatin, or 1 µM staurosporine for 18 hr (orange) and analyzed for annexin V binding.

**Figure 6—figure supplement 3.**
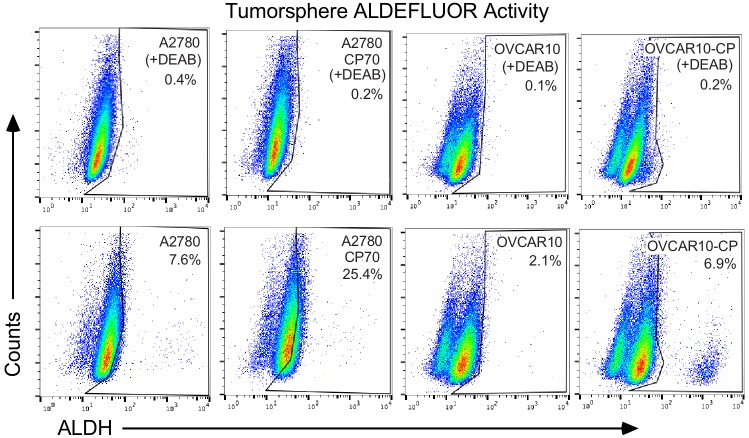
ALDEFLUOR assays. Representative flow cytometry profiles of A2780, A2780-CP70, OVCAR10, and OVCAR10-CP cells grown as tumorspheres with or without N,N-diethylaminobenzaldehyde (DEAB) and analyzed by ALDEFLUOR assay to identify populations of ALDH-bright (ALDH+) cells. Percent of total ALDH+ cells for each is indicated.

FAKi treatment of A2780-CP70 and OVCAR10-CP tumorspheres was accompanied by an increased percentage of G1 phase cells, decreased cyclin D1 expression, but not increased apoptosis (Figure 6—figure supplement 2). Both A2780-CP70 and OVCAR10-CP tumorspheres possessed increased ALDH activity compared to parental cells (Figure 6—figure supplement 3) and this was dependent on FAK activity (Figure 6E). FAKi selectively prevented A2780-CP70 and OVCAR10-CP methylcellulose colony formation (Figure 6F) but did not inhibit parental A2780 or OVCAR10 colony formation (Figure 6—figure supplement 2).

To determine the effects of combinatorial FAKi and low dose CP treatments, OVCAR10-CP colony formation was evaluated in the presence of DMSO (control), FAKi (1 µM), CP (1 µM), or FAKi and CP combination (Figure 6G,I). Single agent FAKi reduced colony size (Figure 6G), consistent with an inhibitory effect on tumorsphere proliferation. FAKi with CP prevented colony formation (Figure 6H) and this was associated with increased OVCAR10-CP apoptosis (Figure 6I). Only the combination of FAKi with CP triggered increased A2780-CP70 apoptosis (Figure 6I). These results support the notion that selection for platinum resistance can result in the acquired dependence on FAK activity for tumorsphere growth. Moreover, FAK inhibition in combination with CP can trigger CP-resistant tumorsphere apoptosis.

### FAK inhibition sensitizes CP-resistant A2780-CP70 tumors to chemotherapy

DTomato plus luciferase-labeled A2780 or A2780-CP70 cells were orthotopically injected into mice to assess the combinatorial potential of FAKi (VS-4718) and cisplatin plus paclitaxel (CPT) chemotherapy on paired CP-sensitive and CP-resistant tumors established in immune-deficient mice (Figure 7). A2780 tumor growth was insensitive to FAKi (Figure 7—figure supplement 1), consistent with limited FAKi effects on A2780 growth in vitro. As expected, CPT chemotherapy inhibited A2780 tumor growth, but did not affect the resistant A2780-CP70 tumors. FAKi with CPT did not yield additional anti-tumor effects on A2780 tumor growth. In dramatic contrast, in A2780-CP70 tumors, single-agent FAKi treatment reduced tumor mass approximately 40% compared to controls (Figure 7A,D), and the combination of FAKi with CPT chemotherapy resulted in an even greater reduction in tumor growth (Figure 7B–D). Interestingly, CPT treatment increased FAK Y397 phosphorylation (Figure 7E,F) and ALDH-1A1 staining (Figure 7G) in non-necrotic regions of A2780-CP70 tumors (Figure 7—figure supplement 2). Adding FAKi to CPT chemotherapy suppressed FAK Y397 phosphorylation, reduced ALDH-1A1 tumor staining, and increased tumor apoptosis in vivo (Figure 7E,H). These results show that the combination of a FAK inhibitor with CP exhibits selective anti-tumor effects on CP-resistant A2780-CP70 tumors in vivo.

**Figure 7.**
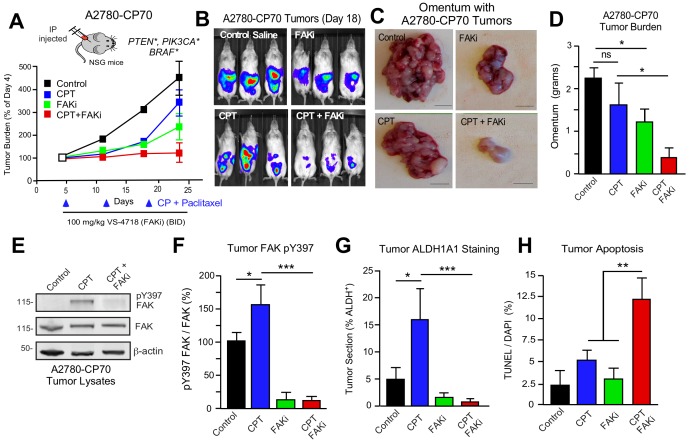
FAK inhibition sensitizes CP-resistant tumors chemotherapy-induced apoptosis. (**A**) Experimental schematic and IVIS imaging of labeled A2780-CP70 cells IP injected into NSG mice (randomized at Day 5). Experimental groups: control saline (black) injection on Days 5, 12, and 19; VS-4718 by oral gavage (green, 100 mg/kg, BID); CPT chemotherapy injection (blue, 3 mg/kg cisplatin and 2 mg/kg paclitaxel) on Days 5, 12, and 19; and VS-4718 plus CPT combined administration (red). IVIS imaging was performed on Days 4, 11, 18, and 23. Tumor burden is expressed as percent of Day 4. (**B**) Representative IVIS images of A2780-CP70 tumor burden on Day 18. (**C**) Representative images of omentum with A2780-CP70 tumors at Day 24. Scale is 0.5 cm. (**D**) Omentum-associated A2780-CP70 tumor mass (n = 6,± SEM *p<0.05, one-way ANOVA) from each treatment group. (**E**) A2780-CP70 tumor lysates immunoblotted for FAK pY397, FAK, and actin. (**F**) Ratio of pY397 FAK to total FAK levels in tumor lysates by immunoblotting. Values are means (± SEM *p<0.05, ***p<0.001, one-way ANOVA) of three tumors per experimental group. Control set to 100. (**Gand H**) Percent ALDH-1A1-positive immunofluorescent A2780-CP70 tumor staining or apoptosis (TUNEL and Hoescht 33342 staining) in A2780-CP70 tumors. Values are means (± SEM, two independent tumors, five random fields per tumor at 20X, *p<0.05, **p<0.01, ***p<0.001 one-way ANOVA).

**Figure 7—figure supplement 1.**
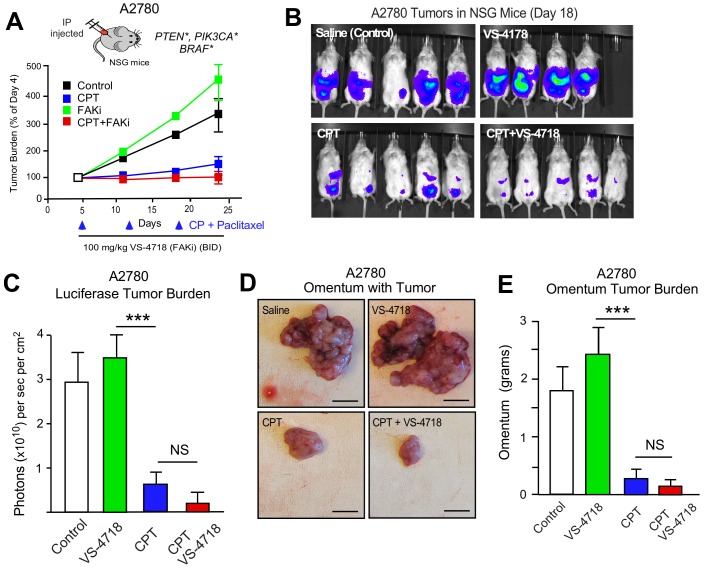
Inhibition of A2780 tumor growth by cisplatin-paclitaxel (CPT) chemotherapy. (**A**) Experimental schematic: Luciferase- and dTomato-expressing A2780 (*containing mutations in *PTEN*, *PI3KCA*, and *BRAF*) cells were injected intraperitoneally into immune-deficient mice and randomized at Day 5. Experimental groups were as follows: saline injection on Days 5, 12, and 19; VS-4718 alone (100 mg/kg, BID, oral gavage); CPT chemotherapy injection alone (3 mg/kg cisplatin and 2 mg/kg paclitaxel) on Days 5, 12, and 19; and VS-4718 plus CPT. IVIS imaging was performed on experimental Days 4, 11, 18, and 23. Tumor burden is expressed as percent of Day 4. (**B**) Representative images of tumor burden visualized by luciferase activity on Day 18. (**C**) Quantitation of tumor burden as measured by luciferase activity at Day 18. (**D**) Representative images of omentum with tumor from each treatment group at Day 24. Scale is 0.5 cm. (**E**) Omentum-associated tumor mass. (**C and E**) Values are means ± SEM (n = 6, ***p<0.001) from each treatment group. NS, not significant.

**Figure 7—figure supplement 2.**
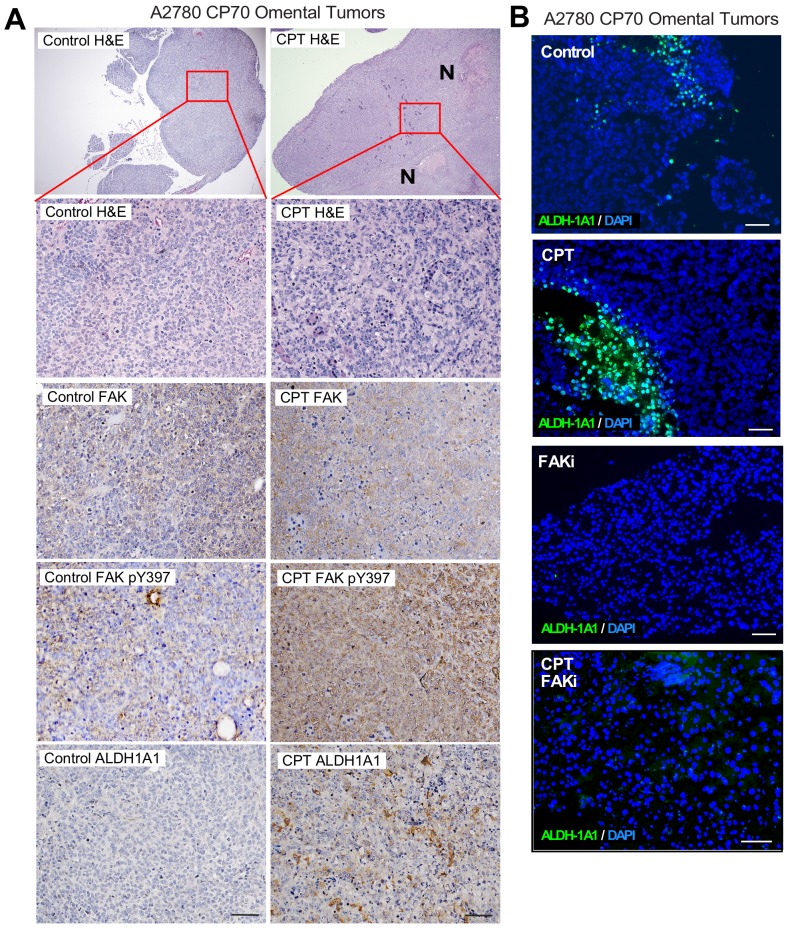
Elevated FAK Y397 phosphorylation and ALDH staining in non-necrotic regions of CPT-treated mice with A2780-CP70 tumors. (**A**) Representative immunohistochemical staining of paraffin-embedded omental tumor sections from control or CPT-treated A2780-CP70 tumors. Shown is 4X H and E (top) with a 20X magnification of region denoted with red box. Serial sections representing this H and E stained region were analyzed for total FAK, FAK pY397, and ALDH-1A1 staining (brown) with hematoxylin (blue) counter stain. N = Necrotic. Scale is 100 µm. (**B**) Representative immunofluorescent staining with antibodies to ALDH-1A1 (green) and DAPI (blue) from control, CPT, FAKi, or CPT plus FAKi treated mice with A2780-CP70 tumors. Scale is 100 µm.

### KMF FAK inactivation and reconstitution link intrinsic FAK activity to β-catenin

To provide genetic support for the role of FAK in intrinsic CP resistance, CRISPR/Cas9 targeting was used to inactivate murine *Ptk2* exon four in KMF cells (Figure 8) and human *PTK2* exon 3 of OVCAR3 cells (Figure 8—figure supplement 1) to create FAK knockout (KO) cells. No difference in 2D adherent cell growth was detected and FAK KO clones were isolated. Sanger sequencing confirmed unique deletions/insertions predicted to terminate FAK protein translation in each of four *Ptk2* alleles identified in KT3 and KT13 FAK KO clones (Figure 8—figure supplement 2). Exome sequencing of FAK KO clone KT13 (90% of exons sequenced at 100X) detected only 165 unique variants, including the four *Ptk2* alterations, indicating that CRISPR targeting was specific and that the FAK KO KT13 genome is similar to parental KMF cells (Figure 8—source data 1).

**Figure 8.**
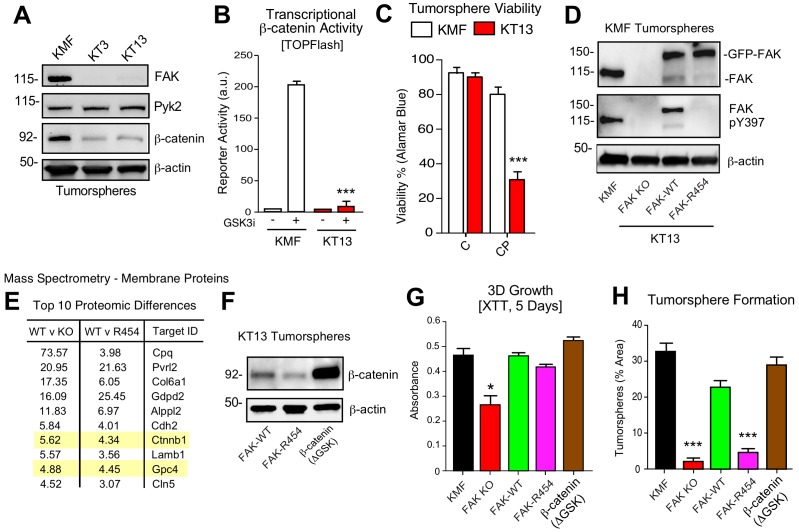
KMF FAK KO and re-expression link intrinsic FAK activity to β-catenin and tumorsphere formation. (**A**) Immunoblotting of KMF and CRISPR-mediated FAK KO clones KT3 and KT13 cell lysates for FAK, Pyk2, β-catenin, and actin. (**B**) KMF and FAK KO KT13 cell viability treated with DMSO (control) or CP (1 µM) after 72 hr as measured by Alamar Blue. Values are means (± SEM, *p<0.05, **p<0.01, ***p<0.001, one-way ANOVA with Fisher’s LSD multiple comparison test) for three independent experiments. (**C**) β-catenin transcriptional reporter activity (TOPFlash) in transfected KMF and KT13 FAK KO cells + /- GSK3β inhibitor. Values are arbitrary units (***p<0.001, unpaired T-test, two independent experiments). (**D**) Immunoblotting for pY397 FAK, FAK, and actin in lysates of KMF, FAK KO, GFP-FAK-WT, and GFP-FAK-R454 re-expressing cells. (**E**) Top 10 proteomic differences (fold-change) detected by mass spectroscopy of membrane associated proteins in KT13 FAK KO, GFP-FAK-WT, and GFP-FAK R454 re-expressing cells. (**F**) Immunoblotting for β-catenin and actin in lysates of KT13 FAK KO cells stably expressing GFP-FAK-WT, GFP-FAK-R454, or β-catenin (ΔGSK). (**Gand H**) XTT metabolic activity (panel G) or tumorsphere formation (panel H) of KMF, KT13 FAK KO, or the indicated reconstituted cells in PromoCell after 5 days. Values are means (± SEM, *p<0.05, ***p<0.001, one-way ANOVA with a Tukey’s multiple comparisons test) from 2 (panel G) or 3 (panel H) independent experiments. 10.7554/eLife.47327.027Figure 8—source data 1.KMF FAK KO clone KT13 exome sequencing variants. 10.7554/eLife.47327.028Figure 8—source data 2.Summary of mass spectrometry-detected proteomic changes between KMF FAK KO, FAK-WT, and FAK kinase-inactive (K454R) re-expressing cells grown as tumorspheres.

**Figure 8—figure supplement 1.**
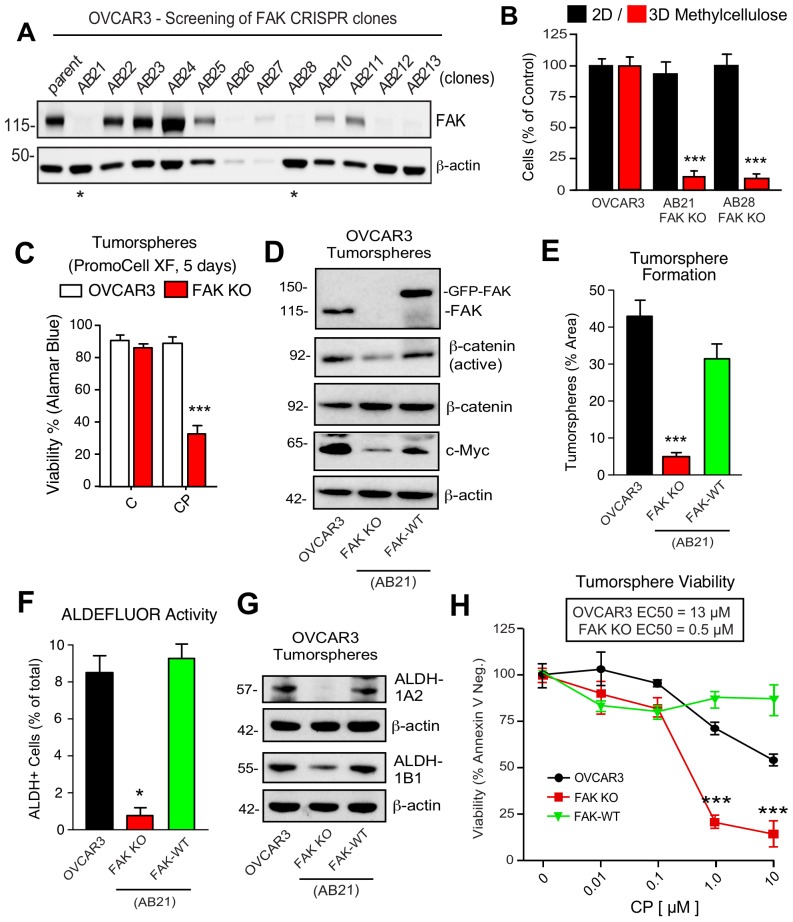
OVCAR3 CRISPR-mediated FAK KO and re-expression. (**A**) Immunoblotting for FAK and actin in OVCAR3 lysates and identification of FAK KO clones (AB21 and AB28 are starred). (**B**) Growth of OVCAR3 parental, AB21, and AB28 cells in 2D culture (black bars) or enumeration of colonies in methylcellulose after 14 days (red bars). Values are means as percent of OVCAR3 control (± SEM, ***p<0.001, one-way ANOVA or NS, not significant) from two independent experiments. (**C**) Cell viability treated with DMSO (control) or CP (1 µM) after 72 hr as measured by AlamarBlue. Values are means (± SEM, *p<0.05, ***p<0.001) for three independent experiments. (**D**) Immunoblotting for FAK, active β-catenin, β-catenin, Myc, and actin in the indicated cell lysates from 3D conditions. (**E**) Tumorsphere formation (5 days). (**F**) ALDEFLUOR activity. (**E and F**) Values are means (± SEM, n = 2, *p<0.05, ***p<0.001, one-way ANOVA with a Tukey’s multiple comparisons test) from three (panel E) or four (panel F) independent experiments. (**G**) Immunoblotting for ALDH-1A2, ALDH-1B1, or actin in the indicated cell lysates. (**H**) Cytotoxicity (percent Annexin V negative) of OVCAR3 (black circles), OVCAR3 FAK KO (red squares), and OVCAR3 FAK KO + GFP-FAK-WT (green triangles) cells in PromoCell treated with increasing CP concentrations for 5 days. Values are means (± SEM, ***p<0.001, two-way ANOVA with a Bonferroni’s multiple comparisons test) from three independent experiments. EC50 values were determined independently and calculated using Prism (Graphpad).

**Figure 8—figure supplement 2.**
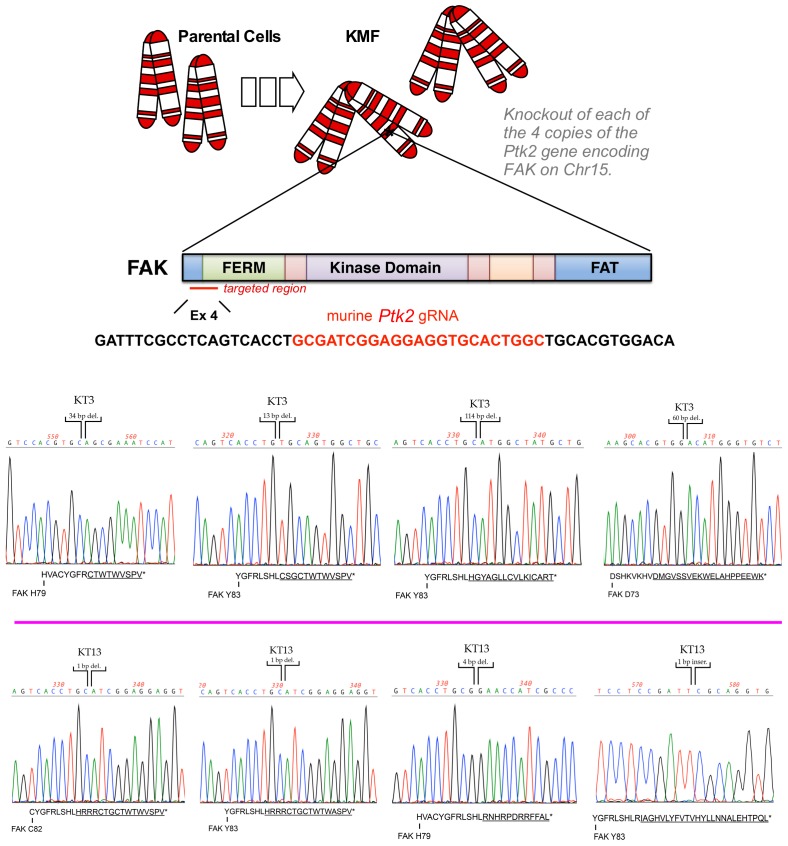
Sequencing validation of CRISPR/Cas9-mediated FAK KO in KMF cells. CRISPR/Cas9 gRNA guide (nucleotide sequence listed) was designed to target murine *Ptk2* exon four which encodes amino acids within the FAK N-terminal FERM (4.1 ezrin radixin moesin) domain. PCR DNA amplification, TOPO-TA sticky end cloning, and Sanger sequencing of CRISPR-targeted region of exon four within FAK KO clones KT3 and KT13. Shown are sequencing chromatograms for four independent deletions in KT3 and four independent deletions or insertion within KT13 resulting in codon frame-shift and predicted FAK translational termination. Alternative reading frames are underlined with position of stop codon (*) denoted (Uniprot protein P34152).

CRISPR inactivated FAK but not expression of the FAK-related Pyk2 kinase (Figure 8A). In KT3 and KT13 clones, total β-catenin protein levels were constitutively lower than KMF cells (Figure 8A) and this corresponded to decreased β-catenin transcriptional activity (Figure 8B). When cultured in PromoCell tumorsphere media under anchorage-independent conditions, FAK KO cell viability remained high after 5 days (Figure 8C). However, FAK KO cells exhibited sensitivity to CP-mediated cytotoxicity compared to parental KMF cells. Similar results were obtained comparing parental and FAK KO OVCAR3 cells (Figure 8—figure supplement 1). Importantly, phenotypes of decreased tumorsphere formation, ALDEFLUOR activity, and CP resistance in FAK KO OVCAR3 cells were rescued by GFP-FAK re-expression (Figure 8—figure supplement 1). These results connect FAK expression to CP resistance and CSC-associated phenotypes.

To establish a genetic linkage with FAK activity, FAK KO KT13 cells were stably reconstituted with GFP-FAK wildtype (WT) or a catalytically-inactive (K454R) GFP-FAK point mutation (Figure 8D) (Lim et al., 2010). In 3D anchorage-independent conditions, GFP-FAK-WT and GFP-FAK-R454 were equally expressed, but only GFP-FAK-WT was phosphorylated at Y397 (Figure 8D). This result confirms that intrinsic FAK kinase activity facilitates FAK Y397 phosphorylation. To identify proteomic differences in an unbiased manner, lysates of KT13 FAK KO, FAK-WT, and FAK-R454 cells were analyzed by mass spectrometry (Figure 8—source data 2). Elevated levels of extracellular matrix (collagen type six and laminin), surface receptors (N-cadherin and Nectin-2), β-catenin, and Wnt signaling targets (GPC4) (Sakane et al., 2012) were present in FAK-WT compared to FAK KO cells. These differences were maintained in FAK-WT versus FAK-R454 cells (Figure 8E). As FAK can regulate β-catenin levels in colon carcinoma cells (Gao et al., 2015), the mass spectrometry results implicate intrinsic FAK activity in supporting Wnt-β-catenin signaling in KMF cells.

### β-catenin promotes FAK KO tumorsphere formation, ALDEFLUOR activity, and CP resistance

To test whether stabilized β-catenin was sufficient to complement KMF FAK KO cell phenotypes, an activated β-catenin point-mutant (ΔGSK) lacking the regulatory GSK3β phosphorylation sites (Barth et al., 1999) was expressed in KT13 FAK KO cells (Figure 8F). A series of assays were performed comparing KMF, FAK KO, FAK-WT, FAK-R454, and FAK KO β-catenin ΔGSK expressing cells. In 3D conditions, FAK KO proliferation was less than KMF cells and this was rescued by FAK-WT, FAK-R454, and β-catenin ΔGSK (Figure 8G). Notably, FAK-R454 cells grew in 3D culture, whereas parental KMF cells treated with FAKi exhibit growth defects (Figure 5). In contrast, FAK activity was required for clustering of KMF cells into tumorspheres and this phenotype was also supported by β-catenin ΔGSK expression (Figure 8H). FAK-WT restored total ALDEFLUOR activity, ALDH-1A2, ALDH-1B1, and Myc protein levels in FAK KO cells equivalent to parental KMF cells (Figure 9A,C). Expression of FAK-WT and β-catenin ΔGSK but not FAK-R454 significantly enhanced FAK KO resistance to CP cytotoxicity in vitro (Figure 9C). Together, these results link intrinsic FAK activity and β-catenin in supporting KMF CSC and intrinsic CP resistance phenotypes.

**Figure 9.**
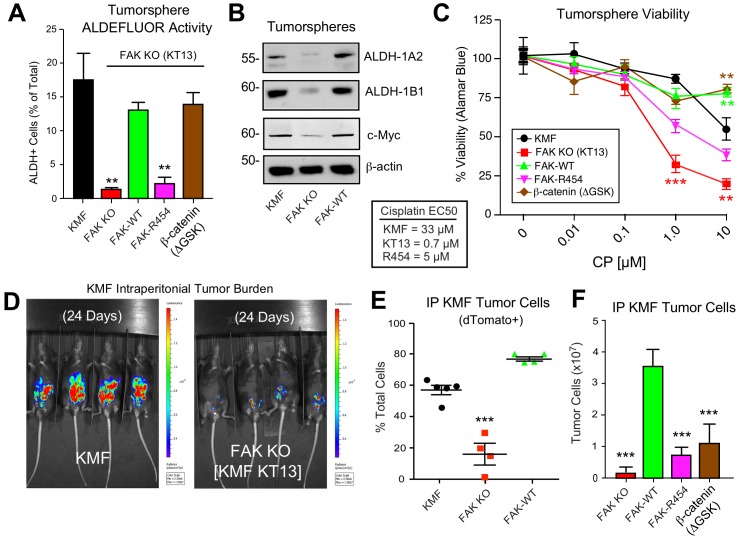
Intrinsic FAK activity supports ALDFLUOR activity, CP resistance, and is essential for KMF tumor growth. (**A**) ALDEFLUOR activity of KMF, KT13 FAK KO, or the indicated reconstituted cells in PromoCell after 5 days. Values are means (± SEM **p<0.01, ***p<0.001, one-way ANOVA with a Tukey’s multiple comparisons test) of four independent experiments. (**B**) Immunoblotting for ALDH-1A2, ALDH-1B1, Myc, and actin in the indicated cell lysates. (**C**) Viability (Alamar Blue) of KMF (black circles), KT13 FAK KO (red squares), GFP-FAK WT (green triangle), GFP-FAK R454 (magenta triangle), and β-catenin ΔGSK (brown diamond) expressing cells treated with increasing CP concentrations for 5 days. Values are means (± SEM, **, p<0.01, ***p<0.001, two-way ANOVA with a Bonferroni’s multiple comparisons test) from three independent experiments. Lower, EC50 values were determined independently and using Prism. (**D**) IVIS imaging of C57Bl/6 mice with dTomato+ and luciferase-expressing KMF or KT13 FAK KO cells at experimental Day 24. (**E**) Flow cytometry analyses of peritoneal wash collected dTomato+ cells at Day 28 of mice bearing KMF (black), KT13 FAK KO (red), and FAK KO re-expressing FAK WT (green) cells. Values are means expressed as percent of total cells in peritoneal wash (± SEM, ***p<0.001, one-way ANOVA). (**F**) Intraperitoneal (IP) tumor growth of KT13 FAK KO (red), GFP-FAK-WT (green), GFP-FAK-R454 (magenta), or β-catenin ΔGSK (brown) expressing cells. Values are means of CD45-negative tumor cells determined by flow cytometry (± SD, ***p<0.001, one-way ANOVA).

**Figure 9—figure supplement 1.**
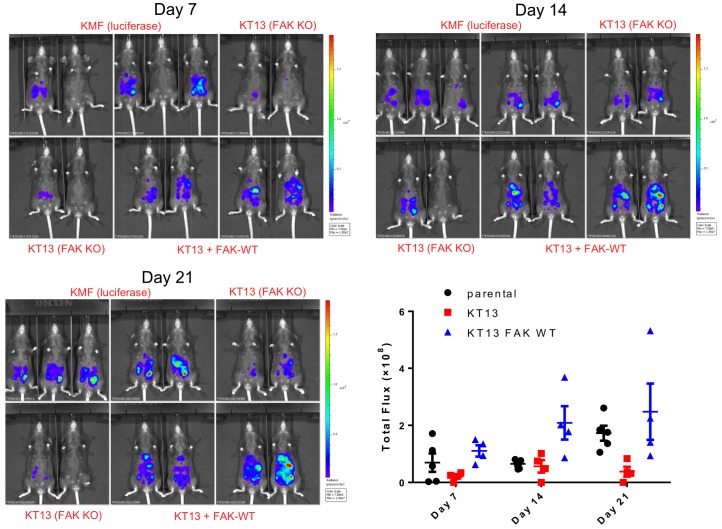
Comparison of KMF, KT13 FAK KO, and FAK KO re-expressing GFP-FAK-WT orthotopic growth in C57Bl/6 mice. Representative IVIS imaging of C57Bl/6 mice with dTomato+ and luciferase-expressing KMF or KT13 KO cells at experimental Days 7, 14 and 21. Flow cytometry analyses of peritoneal wash collected dTomato+ cells at Day 28 of mice bearing KMF (black), KT13 FAK KO (red), and KT13 FAK KO re-expressing FAK WT (blue) cells. Values are means expressed as percent of total cells in peritoneal wash.

### FAK activity is essential for KMF tumor growth

Although oral FAKi administration can inhibit tumor growth in mice (Sulzmaier et al., 2014), it remains unclear whether this is mediated by FAK inhibition within tumor, stroma, or multiple cell types. Parental KMF, FAK KO, and FAK-WT cells were labeled with a dual reporter (luciferase and dTomato) and injected within the intraperitoneal cavity of C57Bl/6 mice to test whether FAK is essential for tumor establishment. At Day 24, luciferase imaging revealed significant KMF tumor burden whereas FAK KO tumor cells were only weakly detected (Figure 9D—figure supplement 1). At Day 28, flow cytometry enumeration of dTomato-positive peritoneal cells revealed significantly fewer FAK KO compared KMF and FAK-WT tumor cells (Figure 9E). In an independent experiment over 21 days, FAK KO and FAK-R454 cells did not grow in vivo as did FAK-WT tumors (Figure 9F). Surprisingly, β-catenin ΔGSK also did not promote FAK KO tumor growth (Figure 9F). This result contrasted with the rescue of FAK KO tumorsphere formation, ALDEFLUOR activity, and CP resistance in vitro by β-catenin ΔGSK expression (Figure 8). Importantly, these results reveal that intrinsic FAK activity is essential for KMF tumor establishment in mice. Moreover, β-catenin signaling was not sufficient to support KMF tumor growth in the absence of FAK.

### Transcriptomic analyses identify common FAK activity-dependent and β-catenin supported mRNA targets in KMF and HGSOC

FAK controls various gene transcriptional networks (Sulzmaier et al., 2014; Serrels et al., 2017). As FAK KO cells are deficient in a number of different phenotypes, we performed RNA sequencing from KT13 FAK KO, FAK-WT, FAK-R454, and β-catenin ΔGSK cells grown in PromoCell to determine FAK activity-dependent, -independent, and β-catenin-specific patterns of differential gene expression. 

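The deposited RNA sequencing covered 3 samples each of parental KMF cells, KT13 FAK KO cells, FAK-WT cells and β-catenin ΔGSK cells. It covered 2 samples of FAK-R454 cells, for which the paper's methods describe 3. All were grown as tumorspheres for 5 days. The authors deposited the expression of 35275 genes as FPKM, made by mapping paired-end reads of poly(A)-selected libraries with TopHat2. The genome build is not named, and the gene coordinates in the table are those of mouse GRCm38. Multiplying FPKM by gene length and dividing by the smallest step of each library gave whole numbers of fragments for 100% of the values, which shows the depth of each library. Between 25390558 and 35289859 fragments per library were counted on genes, with a median of 29059056 in KMF, 27992863 in FAK KO, 29826156 in FAK-WT, 29723342 in FAK-R454 and 28381392 in β-catenin ΔGSK cells. The FPKM values were used as deposited and compared between lines on the log2(FPKM + 0.1) scale, which understates the change of genes with low FPKM. Each comparison used limma on the samples of 2 lines and the genes whose mean FPKM was above 1 in at least 1 of them. A gene was called higher or lower when its Benjamini-Hochberg adjusted p was under 0.05, its log2 fold change was at least 1 in size, and its mean FPKM was above 1 in the line where it was higher. The sample numbers 1, 2 and 3 recur in each line, so each comparison was also fitted with the number as a block. Replicate samples of a single line stand for each condition. The p-values thus measure the spread among these samples and not among independently made lines.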

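In FAK KO cells, mRNA of Ptk2 (ENSMUSG00000022607, chromosome 15, 73205105 to 73423191), which encodes FAK, was 19.0 ± 1.45 FPKM (SD, n = 3). It was 24.3 ± 0.421 FPKM in KMF cells (SD, n = 3), 43.4 ± 1.76 FPKM in FAK-WT cells (SD, n = 3), 62.4 ± 4.42 FPKM in FAK-R454 cells (SD, n = 2) and 15.5 ± 0.401 FPKM in β-catenin ΔGSK cells (SD, n = 3). Relative to FAK KO, the log2 fold change of Ptk2 was 1.19 in FAK-WT cells (standard error 0.07, adjusted p = 2.96e-05 from limma) and 1.71 in FAK-R454 cells (standard error 0.08, adjusted p = 2.68e-05 from limma). These values count fragments of the whole gene and do not separate the edited alleles from the re-expressed GFP-FAK. Of 11841 genes tested between FAK-WT and FAK KO cells, 344 were called higher in FAK-WT cells and 203 lower. With the sample number as a block, 346 were called higher and 206 lower, of which 343 and 202 were also called without the block. Deviations of same-numbered samples from their line's mean had a mean correlation of -0.13 across genes. Leaving out 1 sample at a time gave between 317 and 385 higher genes. Of the 11 alternatives the count without a fold threshold differed most, with 1851 higher genes. In 543 of the 547 called genes the values of the 3 FAK-WT samples did not overlap those of the 3 FAK KO samples. Of all tested genes, 56.1% did not overlap, where chance gives 10%. The 3 genes with the largest rise were Ptgds, Col6a2 and Col6a1. Ptgds rose from 2.79 ± 0.500 FPKM in FAK KO cells to 62.2 ± 15.0 FPKM in FAK-WT cells (SD, n = 3 each), a log2 fold change of 4.41. Col6a2 rose by 3.70 and Col6a1 by 3.51 on the log2 scale. The largest falls were those of Speer4a, Try5 and Try4, with log2 fold changes of -6.74, -6.58 and -5.54. Speer4a has close relatives, and Try4 and Try5 are neighbouring trypsin genes, and fragments of similar copies can be assigned to the wrong gene, so these 3 values are uncertain.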

Using an FPKM cutoff greater than one, 1040 mRNA transcripts were increased two-fold or more by FAK compared to FAK KO cells and significant after multiple testing correction (Figure 10—source data 1 ). 

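Between FAK-R454 cells (n = 2) and FAK KO cells (n = 3), 228 of 11818 genes were called higher. With the sample number as a block, 232 were called higher, 206 of them also without it, and the mean correlation of same-numbered samples was -0.06. Of the 344 genes higher in FAK-WT cells, 145 were also called higher in FAK-R454 cells, which left 199 FAK activity-dependent genes. The name follows the paper's filter, which compares single lines and cannot separate FAK activity from other differences between them. The block gave 207, with 189 genes common to both fits. Among the 199 genes, 180 had a log2 fold change above 0 in FAK-R454 over FAK KO cells, and the median of all 199 was 1.29 in FAK-WT cells and 0.65 in FAK-R454 cells. The FPKM filter of the FAK-R454 comparison, which depends on their level in FAK-R454 cells, was passed by 141 of them. For 79 of these the adjusted p from limma was under 0.05 in the same direction. When genes higher in FAK-R454 cells at any fold were removed, 120 genes were left. Compared directly, FAK-WT cells expressed 42 of the 199 genes at a level called higher than in FAK-R454 cells, and 86 at any fold. KEGG gene sets were not analysed here. Among lists of genes written down before the data were examined, 33 DNA replication genes had a median log2 fold change of 0.25 in FAK-WT over FAK KO cells (adjusted p = 8.23e-04 from limma's camera test, 3.94e-04 with the block). The median of 41 cell cycle genes was 0.31 (adjusted p = 3.77e-05 from limma's camera test, 1.58e-05 with the block). With 1 sample left out at a time, the median ran from 0.12 to 0.34 for DNA replication and from 0.18 to 0.51 for the cell cycle. In FAK-WT samples 1, 2 and 3 the mean of the cell cycle list deviated from the line's mean by 0.15, 0.11 and -0.26. Camera was run with a fixed inter-gene correlation of 0.01, so its p-values take little account of this spread between samples. In FAK-R454 over FAK KO cells the medians were 0.11 for DNA replication (adjusted p = 0.0114 from limma's camera test, 0.0617 with the block) and 0.17 for the cell cycle (adjusted p = 7.63e-04, 0.00388 with the block). With the larger Reactome sets, the median was -0.03 for 442 Cell Cycle genes and 0.01 for 93 DNA Replication genes in FAK-WT over FAK KO cells (adjusted p = 0.473 for each, limma's camera test). The median of all genes tested in that comparison was -0.076, below that of either set. The Reactome Axon guidance set, with 200 genes tested, had a median of 0.05 in FAK-WT cells (adjusted p = 0.00595) and 0.07 in FAK-R454 cells (adjusted p = 0.00512, limma's camera test).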

By filtering out transcripts that were elevated in FAK-R454 versus FAK KO cells (FAK activity-independent targets), 591 genes were identified as FAK activity-dependent and showed KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment for *MAPK Signaling, Cell Cycle, Axon Guidance, and DNA Replication*.

**Figure 10.**
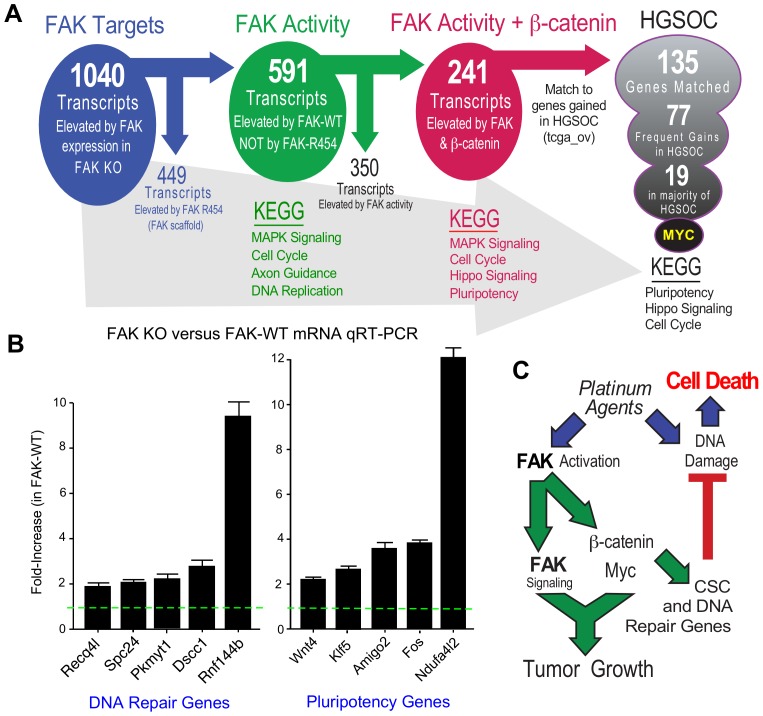
FAK activity and β-catenin promote a common gene signature elevated in HGSOC. (**A**) Summary of KMF RNA sequencing and filtering of differential gene expression. 1040 mRNAs were elevated (greater than log2 and FPKM >1) in FAK-WT versus KT13 FAK KO cells. 449 mRNAs were elevated in FAK R454 versus KT13 FAK KO cells. This represents FAK scaffold or activity-independent group (blue). By subtraction of FAK-R454 from FAK-WT targets, 591 FAK activity-dependent targets were identified (green). 1739 mRNAs were elevated in β-catenin ΔGSK cells, and by filtering against FAK activity-induced mRNAs, 241 common FAK activity and β-catenin enhanced mRNA targets were identified (red). 135 of 241 murine KMF targets were matched to genes elevated in HGSOC. 77 targets were elevated in 20% of HGSOC patients and 19 targets were elevated in more than 50% of HGSOC patients. *MYC* exhibits the highest genetic gain frequency. Top Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichments are listed for filtered groups. (**B**) Real-time PCR quantitation (qRT-PCR) of the indicated DNA repair- or pluripotency-associated mRNAs from FAK KO and FAK-WT cells grown in PromoCell for 5 days. Values were normalized to ribosomal RPL19 and fold increase are means from two replicates (± SEM, *p<0.05, T test). (**C**) Signaling summary of death-inducing and paradoxical survival-sustaining FAK activation by platinum chemotherapy. FAK signaling to β-catenin support elevated levels of Myc and mRNA target supporting pluripotency and DNA repair genes hypothesized to support cellular resistance platinum DNA damage. Tumor cell intrinsic FAK kinase activity is essential for KMF tumor growth via context-dependent signaling as β-catenin activation was not sufficient to promote tumor growth in the absence of FAK. 10.7554/eLife.47327.032Figure 10—source data 1.RNA sequencing annotated list of differentially expressed genes in KMF, KT13 FAK KO, FAK-WT, FAK-R454, and β-catenin ΔGSK cells grown as tumorspheres. 10.7554/eLife.47327.033Figure 10—source data 2.List of 135 FAK-activity and β-catenin enhanced mRNAs in KMF matched to genes elevated in HGSOC (TCGA).

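Between β-catenin ΔGSK cells and FAK KO cells (n = 3 each), 611 of 11915 genes were called higher and 833 lower. The fit with the sample number as a block called 614 higher and 833 lower, among them the same 611 and 833 genes. Same-numbered samples of these lines deviated from their means with a mean correlation of 0.30 across genes. Leaving out single samples changed the number of higher genes to between 586 and 649. Igfbp5 (ENSMUSG00000026185, chromosome 1) rose most, from 0.0560 ± 0.0292 FPKM in FAK KO cells to 460.1 ± 0.870 FPKM in β-catenin ΔGSK cells (SD, n = 3 each). Csrp2 rose from 0.441 ± 0.0696 FPKM to 118.7 ± 4.32 FPKM (SD, n = 3 each). H2-Q1, a member of a gene family with similar copies, is listed at 0 in every FAK KO sample and was 29.4 ± 0.952 FPKM in β-catenin ΔGSK cells (SD, n = 3).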

After unbiased filtering of the 591 FAK activity-dependent transcripts with those elevated by β-catenin ΔGSK, 241 shared transcripts were identified as co-regulated by FAK activity and β-catenin (Figure 10A). 

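Of the 199 activity-dependent genes, 62 were also called higher in β-catenin ΔGSK cells than in FAK KO cells, where 10.2 were expected by chance among the genes tested in both comparisons. Fisher's exact test over 11690 genes gave an odds ratio of 12.8 (p = 1.10e-39), although genes are not independent replicates. With the sample number as a block the overlap was 67 genes, and 60 genes were in both. Among the shared genes, Axin2 had log2 fold changes of 1.22 in FAK-WT and 6.89 in β-catenin ΔGSK cells, and Notum 1.19 and 3.97. The activity-dependent genes were called higher in β-catenin ΔGSK cells in 31.2% of cases. This share was 30.3% for the 145 genes higher in both FAK-WT and FAK-R454 cells and 5.13% for all genes tested. Of the 199 activity-dependent genes, 21 were called lower in β-catenin ΔGSK cells than in FAK KO cells. The same FAK KO samples serve as the reference in each comparison. On the fold change alone, with separate FAK KO samples for the FAK and β-catenin comparisons, the ratio of shared to expected genes was between 9.94 and 10.9, and it was 11.0 with the same samples. The separate samples are of the same FAK KO line, so traits of that line stay in both comparisons. From the filtering of activity-dependent transcripts against those elevated by β-catenin ΔGSK, the paper concludes that the shared transcripts are co-regulated by FAK activity and β-catenin.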

KEGG enrichments were *MAPK Signaling, Cell Cycle, Hippo Signaling, and Pluripotency.* Last, the 241 shared FAK and β-catenin murine targets were filtered against genes elevated in HGSOC by querying TCGA. Notably, 135 targets matched, 77 exhibit frequent gains in 20% of tumors, and 19 genes were elevated in greater than 50% of HGSOC patient tumors (Figure 10A). Myc was the most common gene target and immunoblotting of KMF, FAK KO, and FAK-WT lysates confirmed the regulation of Myc protein expression by FAK (Figure 9B). 

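Myc mRNA (ENSMUSG00000022346, chromosome 15 of GRCm38, 61985341 to 61990374) was 50.9 ± 6.44 FPKM in KMF cells, 36.8 ± 1.14 FPKM in FAK KO cells, 49.2 ± 2.44 FPKM in FAK-WT cells and 62.8 ± 3.66 FPKM in β-catenin ΔGSK cells (SD, n = 3 each). It was 37.98 ± 0.297 FPKM in FAK-R454 cells (SD, n = 2). Relative to FAK KO cells, the log2 fold change of Myc was 0.42 in FAK-WT cells (standard error 0.06, adjusted p = 0.00180 from limma, 0.00524 with the sample number as a block). It was 0.05 in FAK-R454 cells (standard error 0.06, adjusted p = 0.617 from limma, 0.865 with the block) and 0.77 in β-catenin ΔGSK cells (standard error 0.07, adjusted p = 2.13e-05 from limma, 7.21e-06 with the block). In KMF cells it was 0.46 (standard error 0.09, adjusted p = 0.00371 from limma, 0.00419 with the block). Compared directly, Myc was higher in FAK-WT than in FAK-R454 cells by 0.37 (standard error 0.06, adjusted p = 0.0201 from limma, 3.05e-04 with the block). Genes along chromosome 15 as a whole were higher in FAK-WT than in FAK KO cells. The median of its 468 expressed genes lay 0.38 above that of the other chromosomes on the log2 scale, and 91.7% of them were above that median. In the 3 FAK-WT samples the median change of chromosome 15 was 0.38, 0.39 and 0.35, and in the 2 FAK-R454 samples 0.17 and 0.16. In β-catenin ΔGSK cells the shift of chromosome 15 was 0.10 and in KMF cells 0.11. Relative to FAK KO cells and to the median of all genes, 12 genes from 60 to 70 Mb had a median change of 0.34 in FAK-WT cells, against 0.49 for Myc, which lies there. In β-catenin ΔGSK cells the same 12 genes had a median of 0.31, against 0.86 for Myc. From 70 to 80 Mb 120 genes had a median of 0.48 in FAK-WT cells, against 1.27 for Ptk2, which lies there, and of 0.11 in β-catenin ΔGSK cells. With the genes of each chromosome centred on their median in each sample, an alternative chosen after seeing the data, the log2 fold change of Myc was 0.10 in FAK-WT cells (adjusted p = 0.215 from limma) and 0.77 in β-catenin ΔGSK cells (adjusted p = 1.89e-05 from limma). It was 0.39 in KMF cells (adjusted p = 0.0109), -0.10 in FAK-R454 cells (adjusted p = 0.309) and 0.22 in FAK-WT over FAK-R454 cells (adjusted p = 0.0565, each from limma). That of Ptk2 was 0.88 in FAK-WT cells (adjusted p = 3.45e-04 from limma).

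**Figure D1:**
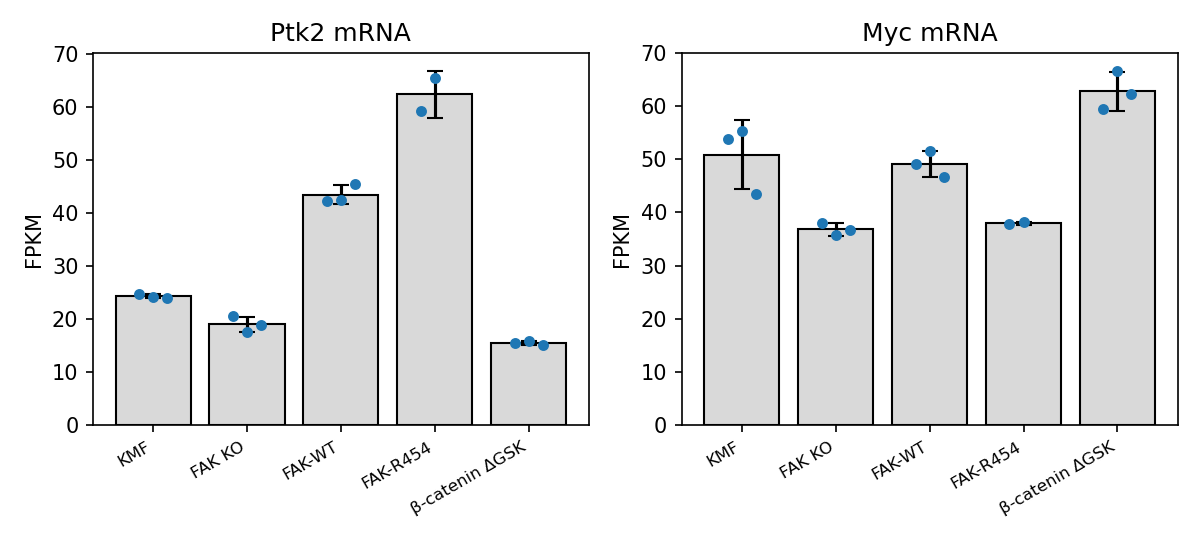
FPKM of Ptk2 and Myc in each line, as the mean (bar), SD (error bar) and each sample (point), with 3 samples per line and 2 of FAK-R454. Myc in FAK-R454 cells lies near its FAK KO level, and Ptk2 is highest in FAK-R454 cells.

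**Figure D2:**
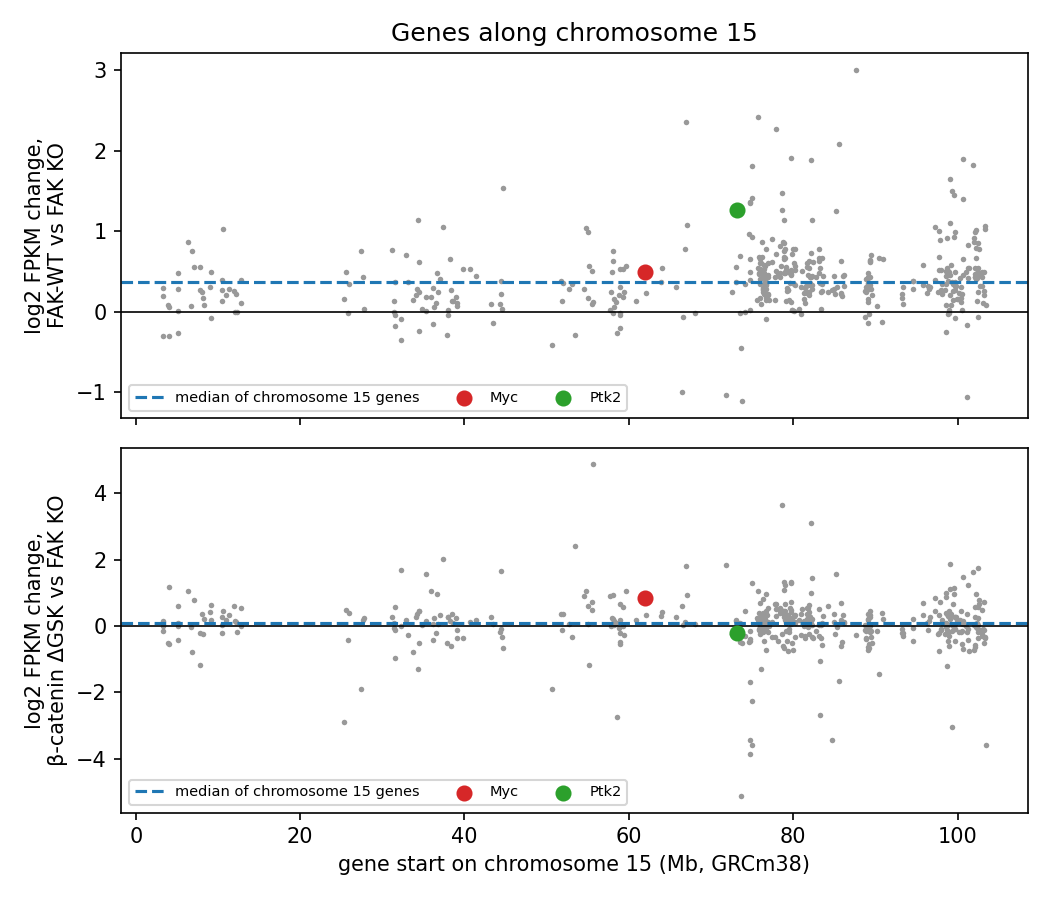
Change in log2 FPKM of each expressed gene of chromosome 15 (point) by its start in Mb, relative to FAK KO cells and to the median of all genes, for FAK-WT cells (top) and β-catenin ΔGSK cells (bottom). The dashed line is the median of chromosome 15, at 0.37 in FAK-WT and 0.10 in β-catenin ΔGSK cells.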

Although Myc is a common target of β-catenin (Sanchez-Vega et al., 2018), this result is surprising as both *Myc* and *Ptk2* (FAK) DNA loci exhibit gains in KMF cells (Table 1). However, FAK knockout and FAK re-expression in human OVCAR3 cells also showed FAK-mediated regulation of Myc protein levels (Figure 8—figure supplement 2). Together, these results place FAK, β-catenin, and Myc within a common signaling pathway activated in ovarian cancer.

KEGG pathway analyses of FAK activity and β-catenin supported targets in HGSOC reveal conservation in *Pluripotency*, *Hippo Signaling*, and *Cell Cycle* (Figure 10A) which include targets supporting platinum resistance and stemness phenotypes. Quantitative PCR using independent experimental samples verified at least twofold changes in genes linked to DNA repair (*Recq4l, Spc24, Pkmyt1, Dscc1,* and *Rnf144b*) or pluripotency (*Wnt4, Klf5, Amigo2, Fos, and Ndufa4l2*) that were elevated by FAK-WT re-expression (Figure 10B). Although our studies did not establish causality of mRNA changes with FAK phenotypes supporting CP resistance and pluripotency of KMF cells, these targets are part of the FAK activity- and β-catenin-regulated 135 genes elevated in HGSOC. 

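All 135 listed genes were found in the expression table by their mouse symbol. In the comparison of FAK-WT with FAK KO cells, 132 of them were tested, all with a log2 fold change above 0. Their median was 0.61, from 0.37 for Traip to 2.56 for Ndufa4l2. At a log2 fold change of 1 or more, 22 were called higher, with the sample number as a block also 22. At any fold, 118 were higher with the adjusted p over all genes tested, and 130 with the adjusted p over the list alone. The list is the paper's own selection from these data, so these counts are not an independent test of it. It was selected for genes elevated in FAK-WT and β-catenin ΔGSK cells and not in FAK-R454 cells. The values below for β-catenin ΔGSK and FAK-R454 cells, and for FAK-WT over FAK-R454 cells, are thus not independent tests either. In β-catenin ΔGSK cells all 135 genes were above FAK KO, with a median of 0.98, and 65 were called higher. The smallest change of the list there was 0.42, for Fam83g. In FAK-R454 over FAK KO cells 116 listed genes were tested and 91 of them were above 0, with a median of 0.19. Of these 116 genes, 1 was called higher and 1 lower, and 4 were higher and 3 lower at any fold. The lowest was Trem2, at -1.19. In KMF over FAK KO cells 128 listed genes were tested and 107 of them were above 0, with a median of 0.65. Of these 128 genes, 31 were called higher and 5 lower, and 90 were higher and 14 lower at any fold. Compared directly, all 132 tested genes were higher in FAK-WT than in FAK-R454 cells, with a median of 0.44, 26 called higher and 54 higher at any fold. Of the listed genes tested in FAK-WT cells, 18 lie on chromosome 15, which is 13.6% against 4.05% of all tested genes. The paper matched the list to genes gained in HGSOC, and places part of mouse chromosome 15 in a human region often gained there. This filter alone can raise the share of chromosome 15. Among the genes measured by qRT-PCR, Klf5 and Ndufa4l2 were called higher in FAK-WT than FAK KO cells. Klf5 was 0.753 ± 0.0609 FPKM in FAK KO and 2.51 ± 0.461 FPKM in FAK-WT cells (SD, n = 3 each), a log2 fold change of 1.60 (standard error 0.17, adjusted p = 3.89e-04 from limma). Ndufa4l2 was 15.8 ± 7.41 FPKM and 99.4 ± 71.4 FPKM (SD, n = 3 each), a log2 fold change of 2.56 (standard error 0.51, adjusted p = 0.00621 from limma), and it was also called higher in FAK-R454 cells, by 1.53. The remaining genes rose by between 0.51 and 0.98 on the log2 scale. Recql4 changed by 0.70, Spc24 by 0.51, Pkmyt1 by 0.81, Dscc1 by 0.92, Rnf144b by 0.68, Wnt4 by 0.62, Amigo2 by 0.98 and Fos by 0.93, with adjusted p between 3.84e-04 for Wnt4 and 0.0444 for Spc24 from limma. Spc24 was 29.8, 28.2 and 17.9 FPKM in FAK-WT samples 1, 2 and 3, and 16.0, 17.9 and 18.2 FPKM in those of FAK KO. Its rise is thus absent in FAK-WT sample 3. Recql4, Pkmyt1, Dscc1 and Rnf144b were also lowest in that sample, but above every FAK KO sample. Wnt4, Amigo2 and Fos were highest in it. Recql4, Dscc1 and Amigo2 lie on chromosome 15, and with each chromosome centred, an alternative chosen after seeing the data, their log2 fold changes were 0.39, 0.60 and 0.66. Pkmyt1 lies on chromosome 17, whose genes were higher by 0.24 in FAK-WT cells against the other chromosomes, and its log2 fold change was 0.66 with centring. Wnt4 fell by 0.89 in FAK-R454 relative to FAK KO cells (adjusted p = 2.60e-04 from limma) and rose by 4.14 in β-catenin ΔGSK cells.

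**Figure D3:**
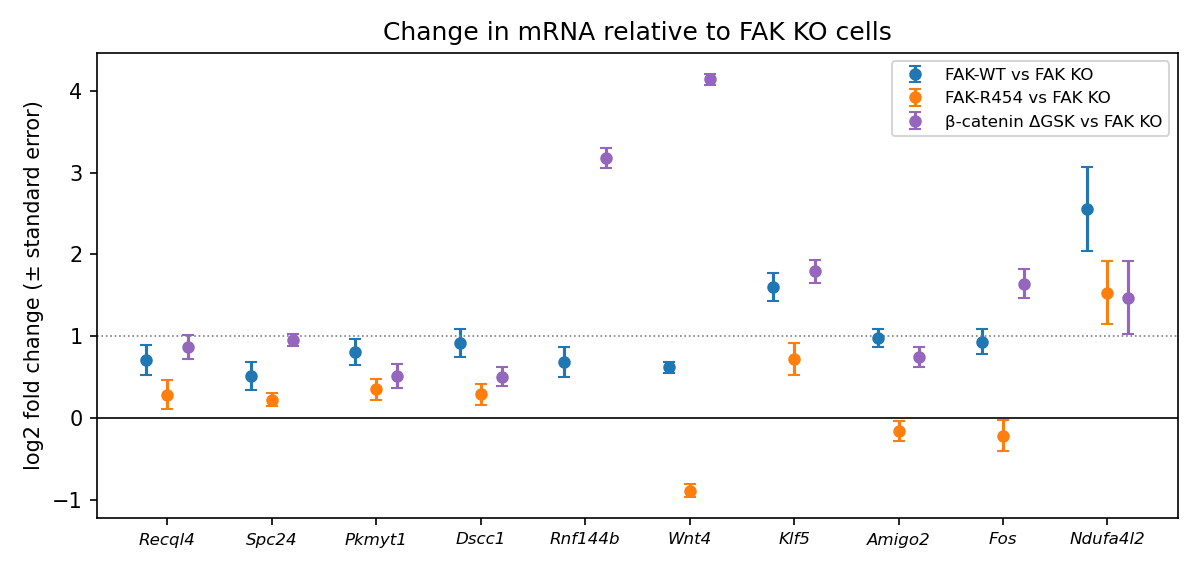
Log2 fold change of the genes measured by qRT-PCR in FAK-WT, FAK-R454 and β-catenin ΔGSK cells relative to FAK KO cells, with the standard error from limma. The dotted line marks a log2 fold change of 1, and Rnf144b has no FAK-R454 point because its FPKM was too low to be tested there.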

KMF cells are a unique murine model with profound similarities to HGSOC and will be made available to the research community.

## Discussion

Platinum-resistant ovarian carcinomas have complex tumor genomes, few targetable mutations, and no effective treatments (Patch et al., 2015). Gene breakage, gains, or losses are common drivers of tumor cell phenotypes. Using a new in vivo-evolved murine ovarian cancer model termed KMF - denoting gains in genes for *Kras*, *Myc*, and FAK – we demonstrate the functional significance of *PTK2* (FAK) gains observed in HGSOC tumors. KMF cells exhibit more aggressive tumor growth, greater tumorsphere formation in vitro, elevated FAK Y397 phosphorylation, increased β-catenin and ALDH activities, and increased resistance to cisplatin-mediated cytotoxicity compared to parental ID8 cells. In both KMF and human OVCAR3 ovarian carcinoma cells, we identify tumorsphere-associated non-canonical FAK signaling as supporting CSC phenotypes and intrinsic cisplatin resistance. This context-dependent signaling is consistent with an oncogenic role for FAK activation in ovarian cancer.

Although *MYC* amplification at 8q24.21 in HGSOC is associated with a poor prognosis (Goode et al., 2010), less is known about *PTK2* amplification at 8q24.3. We show that over 70% of HGSOC patient tumors contain gains at both *PTK2* and *MYC* loci, that *PTK2* copy number parallels *PTK2* mRNA and FAK protein increases, and that elevated *PTK2* mRNA levels are associated with decreased patient disease-free survival. We identify a set of 36 genes associated with *PTK2* gain predictive of HGSOC relapse. Additionally, we identify *Myc* as part of a set of 135 genes increased in murine KMF cells in a FAK *kinase-dependent* manner that also are highly expressed in HGSOC tumors. As FAK has also been proposed to function downstream of Wnt-Myc signaling in intestinal regeneration and tumorigenesis (Ashton et al., 2010), the contribution of FAK in support of Wnt signaling may be mediated by multiple mechanisms (Chen et al., 2012; Chen et al., 2018; Gao et al., 2015; Kolev et al., 2017). Moreover, recent studies show that FAK and β-catenin over-expression cooperate to induce hepatocellular carcinoma (HCC) in mice (Shang et al., 2019) and that FAK promotes CSC-like phenotypes in HCC cells (Fan et al., 2019).

While platinum and taxane chemotherapy kills most ovarian tumor cells, we unexpectedly find that FAK activation is elevated in the residual tumor cells of patients undergoing chemotherapy, in mouse tumors, and in isolated ovarian carcinoma tumorspheres after cisplatin chemotherapy (Figure 10C). Previous studies showed increased FAK Y397 phosphorylation during the processes of acquired CP resistance of cultured ovarian carcinoma cells (Villedieu et al., 2006). This is consistent with studies linking chemotherapy to selective CSC survival (Wiechert et al., 2016) and we show that FAK inhibition compromises ALDH levels and CSC generation. Notably, platinum-resistant cells can acquire FAK dependence for growth. This dependence was manifest when culturing ovarian carcinoma cells as tumorspheres and this 3D selective phenotype has been observed in breast (Tanjoni et al., 2010) and squamous cell carcinoma models (Serrels et al., 2012). In the A2780 and A2780-CP70 models, we found selective FAK dependence for growth in the CP resistant but not parental CP-sensitive cells.

Via complementary approaches including pharmacological inhibition, FAK knockout, and FAK re-expression, we show that FAK signaling sustains both intrinsic and acquired resistance to cisplatin chemotherapy in part via promoting β-catenin activation (Figure 10C). Notably, a FAK to β-catenin signaling linkage functions as an adaptive chemotherapy resistance pathway in *BRAF* mutated colon cancer (Chen et al., 2018). 

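Of 19 canonical Wnt target genes listed before the data were examined, 13 were expressed in β-catenin ΔGSK or FAK KO cells, and their median log2 fold change was 1.48 in β-catenin ΔGSK cells (adjusted p = 5.89e-08 from limma's camera test, 4.67e-07 with the sample number as a block). Called higher were Apcdd1, Axin2, Lgr5, Nkd1, Notum, Rnf43, Tcf7, Tnfrsf19 and Znrf3. Axin2 (ENSMUSG00000000142, chromosome 11) was 0.823 ± 0.0146 FPKM in FAK KO cells and 109.6 ± 6.69 FPKM in β-catenin ΔGSK cells (SD, n = 3 each). Lgr5 was 0.0837 ± 0.0187 FPKM and 7.43 ± 0.321 FPKM in the same lines (SD, n = 3 each). Ccnd1 was lower in β-catenin ΔGSK cells, with a log2 fold change of -0.22 (standard error 0.06, adjusted p = 0.0107 from limma). In FAK-WT over FAK KO cells, 10 of the Wnt targets were tested, and their median was 0.50 (adjusted p = 9.95e-04 from limma's camera test, 9.78e-04 with the block), with Axin2 and Notum called higher. In FAK-R454 cells the median of 9 tested genes was 0.05 (adjusted p = 0.276 from limma's camera test, 0.109 with the block), with Dkk1 called higher. Axin2 and Notum had too low an FPKM to be tested there, and Dkk1 too low to be tested in FAK-WT over FAK KO cells. The medians of FAK-WT and FAK-R454 cells thus cover different genes. Ctnnb1, which encodes β-catenin, was 144.6 ± 4.63 FPKM in FAK KO and 214.1 ± 8.24 FPKM in β-catenin ΔGSK cells (SD, n = 3 each), a value that includes the transcript of the introduced construct if its sequence maps to the gene.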

Stabilized β-catenin ΔGSK expression in KMF FAK KO cells supported canonical Wnt target genes, yet β-catenin ΔGSK was unexpectedly insufficient to rescue FAK KO growth as tumors. This may be due to weak oncogenic activity of the β-catenin ΔGSK construct (Barth et al., 1999) or due to a supporting requirement for FAK. Additionally, the FAK-associated protein Rgnef is also essential for KMF tumorsphere growth and protection from oxidative stress (Kleinschmidt et al., 2019). We show that FAK expression and intrinsic activity are essential for KMF tumor growth and that elevated FAK activity and Y397 phosphorylation is an acquired and targetable cellular adaptation of cisplatin resistance in HGSOC.

In cell culture, cisplatin resistant cells acquired dependence on FAK activity to maintain proliferation as 3D tumorspheres without alterations in 2D growth. Single agent pharmacological FAK inhibition did not promote apoptosis of platinum-resistant ovarian cells. Rather, the combination of FAK inhibition (genomic and pharmacological) with cisplatin-triggered apoptosis of platinum-resistant cells as tumorspheres in vitro and prevented the growth of platinum-resistant tumors in mice. To this end, a phase I/II clinical trial for recurrent platinum-resistant ovarian cancer termed ROCKIF (Re-sensitization of platinum-resistant Ovarian Cancer by Kinase Inhibition of FAK, NCT03287271) has been initiated. ROCKIF will investigate whether the small molecule FAK inhibitor defactinib, in combination with carboplatin and paclitaxel chemotherapy, can provide benefit for this difficult to treat patient population.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	anti-FAK (mouse monoclonal)	Millipore Sigma	clone 4.47; Cat# 05–537; RRID:AB_2173817	WB (1:1000)
Antibody	anti-FAK (rabbit polyclonal)	Millipore Sigma	Cat# 06–543; RRID:AB_310162	WB (1:1000)
Antibody	anti-phospho-FAK (Tyr397) (rabbit monoclonal)	Thermo Fischer Scientific	clone 141–9; Cat# 44–625G; RRID:AB_2533702	WB (1:1000)
Antibody	anti-phospho-FAK (Tyr397) (rabbit monoclonal)	Thermo Fischer Scientific	clone 31H5L17; Cat# 700255; RRID:AB_2532307	WB (1:1000)
Antibody	anti-phospho-FAK (Tyr397) (rabbit monoclonal)	Abcam	clone EP2160Y; Cat# ab81298; RRID:AB_1640500	WB (1:1000)
Antibody	anti-E-cadherin (mouse monoclonal)	Cell Signaling Technology	clone 4A2; Cat# 14472; RRID:AB_2728770	WB (1:1000)
Antibody	anti-β-actin (mouse monoclonal)	Millipore Sigma	clone AC-74; RRID:AB_476697	WB (1:1000)
Antibody	anti-β-actin (mouse monoclonal)	Proteintech Group	Cat# 60008–1; RRID:AB_2289225	WB (1:1000)
Antibody	anti-β-cateninXP (rabbit monoclonal)	Cell Signaling Technology	clone D10A8; Cat# 8480; RRID:AB_11127855	WB (1:1000)
Antibody	anti-non-phospho (Active) β-Catenin (Ser33/37/Thr41) (rabbit monoclonal)	Cell Signaling Technology	clone D13A1; Cat# 8814; RRID:AB_11127203	WB (1:1000)
Antibody	anti-β-Catenin (phospho Y142) (rabbit polyclonal)	Abcam	ab27798; RRID:AB_725969	WB (1:1000)
Antibody	anti-c-Myc XP (rabbit monoclonal)	Cell Signaling Technology	clone D84C12; Cat# 5605; RRID:AB_1903938	WB (1:1000)
Antibody	anti-Pyk2 (mouse monoclonal)	Cell Signaling Technology	clone 5E2; Cat# 3480; RRID:AB_2174093	WB (1:1000)
Antibody	anti-p21 (mouse monoclonal)	Santa Cruz Biotechnology	clone F5; Cat# sc-6246; RRID:AB_628073	WB (1:250)
Antibody	anti-GFP (mouse monoclonal)	Santa Cruz Biotechnology	clone B2; Cat# sc-9996; RRID:AB_627695	WB (1:1000)
Antibody	anti-p53 (Pab 240) (mouse monoclonal)	Santa Cruz Biotechnology	Cat# sc-99, RRID:AB_628086	WB (1:250)
Antibody	Anti-α-Tubulin (mouse monoclonal)	Millipore Sigma	Cat# T6199; RRID:AB_477583	WB (1:1000)
Antibody	anti-ALDH1A1 (rabbit polyclonal)	Abcam	Cat# ab23375; RRID:AB_2224009	WB (1:1000)
Antibody	anti-ALDH1A2 (rabbit polyclonal)	Proteintech Group	Cat# 13951–1-AP, RRID:AB_2224033	WB (1:1000)
Antibody	anti-ALDH1B1 (rabbit polyclonal)	Proteintech Group	Cat# 15560–1-AP, RRID:AB_2224162	WB (1:1000)
Antibody	anti-ALDH3B1 (rabbit polyclonal)	Proteintech Group	Cat# 19446–1-AP	WB (1:1000)
Antibody	anti-Ki67 (rabbit polyclonal)	Abcam	Cat# ab15580; RRID:AB_443209	WB (1:1000)
Antibody	anti-Pax8 (rabbit polyclonal)	Proteintech Group	Cat# 10336–1-AP; RRID:AB_2236705	WB (1:1000)
Antibody	anti-p53 (mouse monoclonal)	Abcam	clone PAb 240; RRID:AB_303198	WB (1:250)
Antibody	anti-Cyclin D1 (rabbit polyclonal)	Cell Signaling Technology	Cat# 2922; RRID:AB_2228523	WB (1:1000)
Antibody	Alexa Fluor 700 Rat Anti-Mouse CD45	Thermo Fisher Scientific	clone 30-F11; Cat# 45-0451-80; RRID: AB_891454	1 ul per test
Strain, strain background (*Escherichia coli*)	Stellar Competent Cells, *E. coli* HST08 strain	Takara	Cat# 636763	Chemically competent cells
Strain, strain background (*Escherichia coli*)	One Shot Stbl3 Chemically Competent *E. coli*	Life Technologies	Cat# C737303	Chemically competent cells
Chemical compound, drug	Jet PRIME	Polyplus-transfection	Cat#114–15	
Chemical compound, drug	FuGENE HD Transfection Reagent	Promega	Cat# E2311	
Chemical compound, drug	Halt Protease Inhibitor Cocktail (100X)	Thermo Fischer Scientific	Cat# 87786	
Chemical compound, drug	staurosporine	Cell Signaling Technology	Cat# 9953S	
Chemical compound, drug	cisplatin	Enzo Life Sciences	Cat# 89150–634	
Chemical compound, drug	GSK inhibitor CHIR99021	Millipore Sigma	Cat# SML1046	
Chemical compound, drug	Propidium iodide	BioLegend	Cat# 421301	
Chemical compound, drug	DTT	Bio Basic	Cat# DB0058-5	
Peptide, recombinant protein	Mouse FAK (phospho Y397) peptide	Abcam	Cat# ab40145	
Commercial assay, kit	PureLink RNA Mini Kit	Thermo Fisher Scientific	Cat# 12183020	
Commercial assay, kit	Ambion Homogenizer	Thermo Fisher Scientific	Cat# 12183026	
Commercial assay, kit	XTT Cell Proliferation Assay Kit	ATCC	Cat# 30–1011K	
Commercial assay, kit	Dual-Luciferase Reporter Assay System	Promega	Cat# E1910	
Commercial assay, kit	PE Annexin V Apoptosis Detection Kit I	BD Biosciences	Cat# 559763	
Commercial assay, kit	AlamarBlue Cell Viability Reagent	Thermo Fischer Scientific	Cat# DAL1025	
Commercial assay, kit	iTaq Universal SYBR Green Supermix	Biorad	Cat# 1725121	
Commercial assay, kit	High-Capacity cDNA Reverse Transcription Kit	Thermo Fisher Scientific	Cat# 4368814	
Commercial assay, kit	AldeRed ALDH Detection Assay	Millipore Sigma	Cat# SCR150	
Cell line (*Homo-sapiens*)	OVCAR3	NCI Tumor Repository	RRID:CVCL_0465	
Cell line (*Homo-sapiens*)	OVCAR10	Denise Connolly (Fox Chase Cancer Center)	RRID:CVCL_4377	
Cell line (*Homo-sapiens*)	OVCAR10-CP	this paper	Schlaepfer Lab	
Cell line (*Homo-sapiens*)	A2780	Denise Connolly (Fox Chase Cancer Center)	RRID:CVCL_0134	
Cell line (*Homo-sapiens*)	A2780-CP70	Denise Connolly (Fox Chase Cancer Center)	RRID:CVCL_0135	
Cell line (*Mus-musculus*)	ID8	Katherine Roby (University of Kansas Medical Center)	RRID:CVCL_IU14	
Cell line (*Mus-musculus*)	KMF (ID8-IP)	PMID: 23275034	Schlaepfer Lab	KMF cells were isolated from peritoneal ascites of ID8-injected C57Bl6 tumor-bearing mice as described (PMID: 23275034)
Recombinant DNA reagent	pUltra-Chili-Luc	Addgene	Plasmid # 48688	
Recombinant DNA reagent	MSCV-beta-catenin-IRES-GFP	Addgene	Plasmid # 14717	
Recombinant DNA reagent	pSpCas9n(BB)−2A-Puro (PX462)	Addgene	Plasmid # 48141	
Recombinant DNA reagent	M50 Super 8x TOPFlash	Addgene	Plasmid #12456	
Recombinant DNA reagent	pCDH-CMV-MCS-EF1α-Puro Cloning and Expression Lentivector	System Biosciences	Cat# CD510B-1	
Recombinant DNA reagent	7TGP	Addgene	Plasmid # 24305	
Recombinant DNA reagent	psPAX2	Addgene	Plasmid #12260	
Recombinant DNA reagent	pMD2.G	Addgene	Plasmid #12259	

### Plasmids and reagents

The dTomato with luciferase lentiviral vector, pUltra-Chili-Luc, was a gift from Malcolm Moore (Addgene #48688). The lentiviral vector MSCV-β-catenin (ΔGSK-KT3)-IRES-GFP was a gift from Tannishtha Reya (Addgene #14717). The CRISPR/Cas9 plasmid pSpCas9n(BB)−2A-Puro was a gift from Feng Zhang (Addgene #48141). M50 Super 8x TOPFlash was a gift from Randall Moon (Addgene #12456). Lentiviral vectors for murine GFP-FAK and GFP-FAK R454 in pCDH-CMV-MCS-Puro (System Biosciences) were used as described (Chen et al., 2012). FAKi (VS-4718) was from Verastem Inc FAKi, cisplatin (Enzo Life Sciences) or staurosporine (Calbiochem) were dissolved in DMSO for in vitro studies. VS-4718 was suspended in 0.5% carboxymethyl cellulose (Sigma) and 0.1% Tween 80 (Sigma) in sterile water and administered twice daily by oral gavage for tumor experiments. For mouse experiments, cisplatin and paclitaxel (APP Pharmaceuticals) were obtained from the Moores Cancer Center Pharmacy.

### Cells

Human ovarian carcinoma A2780, A2780-CP70, and OVCAR10 cell lines were from Denise Connolly (Fox Chase Cancer Center, PA). NIH OVCAR3 cells were from the Division of Cancer Treatment and Diagnosis Tumor Repository, National Cancer Institute (Frederick, MD), murine ovarian ID8 cells were from Katherine Roby (University of Kansas Medical Center), and KMF cells were isolated from peritoneal ascites of ID8-injected C57Bl6 tumor-bearing mice as described (Ward et al., 2013). Intermittent CP exposure (10 µM for 24 hr), cell recovery (7 days), and repeated exposure-recovery (five times) was used to generate OVCAR10-CP cells and maintain A2780-CP70 cells. All cells were from validated sources and were evaluated for mycoplasma contamination.

OVCAR3 FAK knockout cells were created using CRISPR/Cas9 targeting. pSpCas9n(BB)−2A-Puro was used to deliver guide RNAs (ACTGGTATGGAACGTTCTCC and TGAGTCTTAGTACTCGAATT) targeting exon 3 of human *PTK2*. Transfected cells were enriched by puromycin (1 µg/ml, 3 days) and clones selected by dilution. Loss of FAK expression was verified by immunoblotting. DNA sequencing was used to verify insertions/deletions introducing stop codons in *PTK2* exon 3. FAK re-expressing cells were generated by lentiviral transduction of OVCAR3 FAK KO clone AB21, puromycin selection, enrichment by flow cytometry, and GFP-FAK protein expression verified by immunoblotting. 

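Ptk2 lies on the minus strand of chromosome 15 of GRCm38. The guide sequence printed for KMF cells in Figure 8—figure supplement 2, GCGATCGGAGGAGGTGCACTGGC, has 1 exact position in the annotated Ptk2 transcripts of GENCODE, at 73330919 to 73330941. The position falls in a coding exon of 167 bases, from 73330849 to 73331015, which is exon 4 of the transcript Ptk2-201 (ENSMUST00000110036). The sequence of the exon is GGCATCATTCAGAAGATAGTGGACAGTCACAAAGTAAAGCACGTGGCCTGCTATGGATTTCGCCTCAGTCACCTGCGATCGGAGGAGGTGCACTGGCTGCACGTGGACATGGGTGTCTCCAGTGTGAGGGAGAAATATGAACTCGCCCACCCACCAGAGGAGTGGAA. Of the 15 annotated Ptk2 transcripts, 8 contain this sequence, and the number of the exon differs among them.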

KMF FAK KO cells were generated by CRISPR/Cas9 targeting. pSpCas9n(BB)−2A-Puro was used to deliver two independent guide RNAs (ACTTACATGGTAGCTCGCGG and CACTCCCACAGCCATCCTAT) targeting exon 4 of murine *Ptk2*. Transfected cells were enriched by puromycin selection (3.5 µg/mL for 24 hr) and clones selected by dilution. Loss of FAK expression was verified by immunoblotting. DNA sequencing was used to verify insertions/deletions introducing stop codons in murine *Ptk2* exon 4. GFP-FAK-WT, GFP-FAK-R454, and ΔGSK β-catenin (GFP expressed independently) were generated by lentiviral (for FAK) or retroviral (for β-catenin ΔGSK) transduction, puromycin or hygromycin selection, enrichment by flow cytometry, and protein expression verified by immunoblotting. For adherent 2D growth, cells were maintained in DMEM (OVCAR10, OVCAR10-CP, ID8, and KMF) or RPMI 1640 (A2780, A2780-CP70, and OVCAR3) supplemented with 10% fetal bovine serum (FBS, Omega Scientific), 1 mM non-essential amino acids, 100 U/ml penicillin, and 100 µg/ml streptomycin on cell culture-treated plastic plates (Costar). For growth as tumorspheres, cells were seeded in poly-hydroxyethyl methacrylic acid (poly-HEMA) coated Costar plates (non-adherent) in serum-free CSC media (3D Tumorsphere Medium XF, PromoCell GmbH) at cell dilutions recommended by the manufacturer. Prior to tumor initiation experiments, KMF, A2780, and A2780-CP70 cells were transduced with a lentiviral vector expressing dTomato and luciferase (pUltra-Chili-Luc) or mCherry (pCDH-CMV-MSCI) and enriched by fluorescence sorting.

### 2D and 3D cell growth assays

For 2D growth, cells were seeded (3 × 10^5^ cells per well) in tissue culture-treated 6-well plates (Costar). At the indicated time, cells were enumerated and stained with Trypan blue (ViCell XR, Beckman). Alternatively, cell metabolic activity was measured by a colorimetric XTT assay (Sigma). For 3D tumorspheres, cells were seeded at 10,000 cells/ml equivalent in poly-HEMA-coated 6-, 24-, or 96-well plates (Costar) for 5 days. At the indicated times, 3D tumorspheres were phase-contrast imaged (Olympus CKX41), enumerated (ViCell XR), or collected by centrifugation. Spheroid size was determined using Image J (NIH). Alternatively, cell metabolic activity was measured by a colorimetric XTT assay (Sigma). For methylcellulose colony formation, cells were suspended in 1% methylcellulose diluted in 2D growth media, 10^4^ plated in six-well poly-HEMA-coated plates, and colony formation analyzed after 21 days. Cells from methylcellulose colonies were collected by dilution-dispersion in PBS, centrifugation at 400 xg, and washed in PBS prior to enumeration or cell lysis. Cells were used at passage 10 to 35 and mycoplasma testing was performed every 3 months. For all experiments, triplicate experimental points were evaluated (technical replicates) and experiments were repeated at least two times (biological replicates).

### Patient tumor samples

De-identified human ovarian cancer tissue specimens from consented patients were obtained from the Fox Chase Cancer Center (FCCC) Biosample Repository Facility (BRF) under Institutional Review Board (IRB) approved protocols (IRB 11–866 and IRB 08–851). FCCC staff queried the BRF sample database to identify participants that received carboplatin and paclitaxel neoadjuvant chemotherapy. Biopsy specimens were obtained from FCCC Surgical Pathology, sectioned, H and E stained, and reviewed by a board-certified pathologist. FFPE blocks from the biopsy and the corresponding surgical resection blocks banked by the BRF were cut to obtain one H and E stained slide and six additional unstained sections. One section each from pre-treatment biopsy and post-neoadjuvant treatment surgical resection specimen was stained for Pax8 by the FCCC Histopathology Facility. The remainder of unstained slides were sent to UCSD for additional staining performed under UCSD IRB-approved protocol (IRB 110805).

### Cell cycle analysis

Cells were collected as a single cell suspension by limited trypsin treatment, fixed in 70% ethanol and stored at −20°C overnight. Cells were incubated in 100 μl of PBS containing DNAse-free RNAse (100 μg/mL, Qiagen). After 45 min, propidium iodide (10 μg/mL) was added prior to flow cytometry and analyzed using FlowJo (v9.5.1) and ModFit LT (Verity Software House) software.

### β-catenin transcriptional activity

Integrated reporter: 293 T cell transfection with a β-catenin DNA binding reporter (7X-TCF repeat sequence AGATCAAAGGgg) driving eGFP (7TGP, Addgene #24305, gift from Roel Nusse) was packaged with psPAX2 (gift from Didier Trono, Addgene #12260) and pMD2.G (gift from Didier Trono, Addgene #12259) using Fugene HD (Thermo) according to the manufacturer’s instructions. Media was replaced after 6 hr, conditioned media with virus collected (36 hr), centrifuged (500 g), and target cells infected for 24 hr with polybrene (8 µg/ml Sigma). Transduced cells were selected by puromycin (1 µg/ml, 5 days). Proliferating cells were seeded in 3D tumorsphere growth conditions (PromoCell), DMSO or GSK3β inhibitor (CHIR99021, Sigma, 3 µM) added after 24 hr, and cells evaluated by flow cytometry (BD FACSCelesta) after 5 days. For transient transfection of a β-catenin TOPFlash reporter, 3.5e4 cells were seeded in triplicate in 24-well plates and co-transfected with M50 Super 8x TOPFlash with firefly and *Renilla* luciferase expression vectors using Fugene HD (Promega). After 5 hr, media was replaced and cells treated with DMSO or 3 µM GSKi (CHIR99021). After 24 hr, cells were evaluated using the Dual‐Luciferase Reporter Assay system (Promega, E1910) and a plate luminometer (Dynex Tech., VA).

### Viability and cytotoxicity studies

For annexin V and 7-AAD staining, cells were cultured in adherent or non-adherent conditions as described above for 24 hr or 5 days, respectively, with increasing cisplatin treatment (0 to 100 μM). Cells were dissociated using limited trypsin treatment, washed by centrifugation, suspended in annexin-V binding buffer (10 mM Hepes, 140 mM NaCl and 2.5 mM CaCl_2_) and incubated with allophycocyanin-conjugated Annexin V (eBioscience) and 7-aminoactinomycin D (7-AAD) for 10 min at RT prior to analysis on a FACSCalibur flow cytometer (BD Biosciences). Post-acquisition analyses were performed using CellQuest Pro (BD Biosciences) or FlowJo software. For AlamarBlue (Life Technologies) assays, cells were cultured in 96-well poly-HEMA-coated plates as above for 5 days. AlamarBlue reagent (Life Technologies) was added to each sample and incubated at 37°C at 5% CO_2_ for 24 hr. Viability was analyzed by resorufin production via absorbance at 570/600 nm using a Synergy HTX spectrophotometer (BioTek Instruments).

### Cisplatin cytotoxicity

Cells (10,000 in 90 µl) were plated in tissue culture-treated 96-well plates (Costar). At 24 hr, increasing concentrations of cisplatin were added in growth media (10 µl), and the number of viable cells determined at 72 hr using the CellTiter 96 AQueous One Solution Cell Proliferation Assay (Promega). Measurement of cell resistance to CP-induced cytotoxicity were performed by colorimetric XTT cell staining (Sigma). In 2D culture, OVCAR10-CP and OVCAR10 cells exhibit 10.9 ± 2.2 µM and 1.4 ± 0.6 µM EC50 values to CP treatment, respectively. A2780-CP70 and A2780 cells exhibit 62.2 ± 8.7 µM and 5.6 ± 3.2 µM EC50 values to CP treatment, respectively. EC50 values were calculated using Prism (v7, GraphPad).

### ALDEFLUOR assay

The ALDEFLUOR fluorescent assay (Stemcell Technologies) was used to measure cell-associated ALDH activity. Cells were cultured as tumorspheres, treated with the indication concentrations of cisplatin or VS-4718 for 5 days, collected by centrifugation, dissociated by trypsinization, resuspended in Aldefluor assay buffer containing ALDH substrate (BODIPY-aminoacetaldehyde), and incubated for 45 min at 37°C with or without the ALDH inhibitor diethylamino-benzaldehyde (DEAB). AldeRed substrate (EMD Millipore) was used with cells expressing GFP. Individual gates were used to determine the percentage of ALDEFLUOR-positive cells per experimental point relative to DEAB-inhibitor treated controls. For analysis of ALDH activity in ascites-associated cells, pooled isolates from peritoneal washings of each experimental group were dissociated by trypsinization, treated with red blood cell lysis buffer (Biolegend), and processed as described above.

### Quantitative RT-PCR

Total RNAs were extracted using PureLink RNA Mini Kit (Thermo) and cDNA prepared using the High-Capacity cDNA Reverse Transcription Kit (Thermo) from 1 µg total RNA. Target transcripts were amplified using a LightCycler 480 (Roche Applied Science), Premix Ex Taq probe qPCR Kit, iTaq Universal SYBR Green Supermix (Bio-Rad) with cDNA template and primers Table 2. according to manufacturer instructions. Target gene expression was normalized to 60S ribosomal protein L19 (RPL19) as a housekeeping gene control. Transcript levels were calculated using the ΔΔCT (cycle threshold) method.

**Table 2.** Primers used for qRT-PCR.

Gene	Sequence
musRecql4F	CACCTGAGTCGAGCTGCA A
musRecql4R	AGCCTCTTCCCATAGTCTTGT
musSpc24F	AGGCTACGTCAGCTCATCAC
musSpc24R	ATCATCCCTGGCTCGCATTC
musPkmyt1F	TACCTAGGGATGCCCTGGAC
musPkmyt1R	CAGGCTGAGGAGGTTCCTTG
musDscc1F	AAGTGTGGCAGCAGAGTGTT
musDscc1R	TCTCTCCGCACAAATCTTGGA
musRnf144bF	GCAAGAACTGCAAGCACACA
musRnf144bF	CCCACTACCTGTGTTCGGTT
musWnt4 F	TGCGAGGTAAAGACGTGCTG
musWnt4 R	CTTGAACTGTGCATTCCGAGG
musKlf5F	CCGGAGACGATCTGAAACACG
musKlf5R	GTTGATGCTGTAAGGTATGCCT
musAmigo2F	GGAGGTTCAAGCTGGCTGAT
musAmigo2R	GATGCCTCTCAGCTGTCTCC
musFos F	CGGCATCATCTAGGCCCAG
musFos R	TCTGCTGCATAGAAGGAACCG
musNdufa4l2F	AAAGACACCCTGGGCTCATC
musNdufa4l2R	TGTAGTCGGTTGAAACGGCA
musRPL191F	TGATCTGCTGACGGAGTTG
musRPL191R	GGAAAAGAAGGTCTGGTTGGA

### Protein analyses

Protein extracts of cells were prepared using a lysis buffer containing (25 mM HEPES, pH 7.5, 150 mM NaCl, 10% glycerol, 10 mM MgCl_2_, 1 mM EDTA, 10 mM NaF, 1 mM Na_3_VO_4_) with 1% NP-40, 0.25% sodium deoxycholate, 0.1% SDS and protease inhibitors (Roche Diagnostics). Tumors were homogenized in lysis buffer without sodium deoxycholate using Precellys24 (Bertin Instruments) bead disruption. Total protein levels in lysates were determined through a bicinchoninic acid assay (Pierce), proteins were resolved by SDS-PAGE (NuPAGE 4–12% Tris-Bis gels, Thermo), and transferred to polyvinylidene difluoride membranes (Immobilon-FL, Millipore) for immunoblotting. Levels of protein expression and/or phosphorylation were detected with specific primary antibodies and IRDye 680 goat anti-mouse and IRDye 800 goat anti-rabbit secondary antibodies. Protein bands were visualized and quantified using the Odyssey Infrared Imaging System (Li-Cor Biosciences). Alternatively, HRP-conjugated secondary antibodies were visualized by chemiluminescence detection (ChemiDoc, BioRad).

### Tumor growth in mice

All animal experiments were performed in accordance with The Association for Assessment and Accreditation for Laboratory Animal Care guidelines and approved by the UCSD Institutional Animal Care and Use Committee (S07331). A2780 or A2780-CP70 tumor growth was evaluated by IP injection of 4 million pChili-Luciferase-labeled cells mixed with Matrigel into 9-week-old female NOD SCID gamma mice (Jackson Laboratory). IVIS imaging (Day 4, 11, 18, and 23) was used to monitor tumor growth. On Day 5, mice were randomized to a control (saline injection); chemotherapy group (CPT) receiving IP injection of cisplatin (3 mg/kg) plus paclitaxel (2 mg/kg) at Day 5, 12, and 19; VS-4718 FAK inhibitor (100 mg/kg) via oral gavage twice daily (BID); or CPT plus FAK inhibitor treatment. At Day 24, mice were euthanized, omental tumors excised, and remaining peritoneal metastatic sites quantified by dTomato fluorescence using an OV100 Small Animal Imaging Station (Olympus) and ImageJ software.

For KMF intraperitoneal tumor growth, cells were transduced with a lentiviral vector expressing dTomato and luciferase (pUltra-Chili-Luc) and were enriched by FACS. Cells were mixed with PBS + 50% Matrigel (Growth factor reduced, Corning) for a final concentration of 4 × 10^6^ cells per 200 μL for injection in 10-week-old C57Bl/6N mice (Charles River). Tumor growth was monitored via luciferase bioluminescent imaging (IVIS, Perkin Elmer). At the indicated times, ascites-associated cells were recovered by peritoneal washings by injection and immediate removal of PBS (5 ml), followed by erythrocyte lysis (RBC lysis buffer, eBioscience), Accutase (Corning) treatment for cell dissociation, total cell enumeration (ViCell XR, Beckman) and trypan blue staining (viability >95%). Flow cytometry (BD LSRFortessa) was used to identify dTomato+ and CD45-negative (rat anti-mouse CD45, clone 30-F11, BD Biosciences) tumor cells.

### Exome sequencing and CNV analysis

Exome sequencing was performed by Novogene (Beijing, China), using genomic DNA (1 µg) isolated from ID8 or KMF cells. Genomic DNA was sheared into 180–280 bp fragments using a Covaris Sonicator (Covaris). Exome enrichment and sequencing libraries were generated using Agilent SureSelect Mouse All Exon kit (Agilent Technologies) following manufacturer’s recommendations. Each exome was sequenced using a 150 bp paired-end protocol on the Illumina HiSeq platform, generating 47M reads for the ID8 sample and 61M reads for the KMF sample. (https://software.broadinstitute.org/gatk/best-practices). Reads were aligned with BWA MEM 0.7.12 (Li and Durbin, 2009) to mouse genome GRCm38_68. Variants were called with GATK 3.4 according to the Broad Institute’s best practices (https://software.broadinstitute.org/gatk/best-practices) (McKenna et al., 2010). Processing after alignment was carried out with SAMtools v.1.1 (Li and Durbin, 2009). Variants were annotated with ANNOVAR (Wang et al., 2010). Copy number variants were called from the same alignments with CNVkit (Talevich et al., 2016), visualized in the Integrative Genomics Viewer (Robinson et al., 2011) using standard parameters, with ID8 as normal and KMF as tumor samples. Ninety percent of exons were sequenced at 100X.

### RNA sequencing and analyses

Total RNA was isolated from cells growing in suspension using PureLink RNA Mini Kit (Thermo Fisher). Three independent samples of RNA were isolated from ID8 or KMF cells grown in 3D PromoCell XF media as tumorsperes for 5 days at various cell passages. RNA sequencing was performed by Novogene (Beijing, China). Three replicate RNA samples were obtained from KT13 FAK KO, GFP-FAK WT, GFP-FAK R454 (kinase-inactive), and FAK KO expressing a ΔGSK β-catenin. RNA library preparation was performed using NEB Next Ultra RNA Library Prep Kit (New England Biolabs). Each transcriptome was sequenced using a 150 bp paired-end protocol on the Illumina HiSeq platform. At least 60 million clean reads were generated per sample. Reads were mapped (>90%) to the reference genome using TopHat2 (Kim et al., 2013). Novogene analyses used ClusterProfiler software for enrichment analysis, including GO Enrichment, DO Enrichment, KEGG and Reactome database enrichment to analyze and visualize functional profiles of genomic coordinates, genes and gene clusters. Novogene performed differential expression analysis of two conditions/groups by using the DESeq2 R package. Clustering and grouping analyses used transcripts with FPKM values > 1 and an adjusted p value < 0.05. Each dataset was subject to Gene Set Enrichment Analysis (GSEA) and The Molecular Signatures Database (MSigDB) analysis. The murine FAK activity and β-catenin targets were compared with the total list of all genes gained in HGSOC by Genomic Identification of Significant Targets in Cancer (GISTIC, ov_tcga).

### Ovarian cancer *PTK2* transcriptomic survival analysis

Survival analysis was performed using a database of ovarian cancer samples (Pénzváltó et al., 2014). The TCGA dataset was used to link copy number gains to gene expression (Cancer Genome Atlas Research Network, 2011). Samples with copy number gains were designated into one cohort and all remaining samples were designated into a second cohort. Gene expression was compared between cohorts using a non-parametric Mann-Whitney test. Genes with a fold change over two and a p-value below 1E-04 were accepted as statistically significant. The mean expression of all significant genes was computed for each sample and was used in subsequent analyses for the selected gene. Cox proportional hazards regression was performed for relapse-free survival and for overall survival. Correlation between mRNA expression and survival was assessed using the Kaplan-Meier plotter (Gyorffy et al., 2012) for *PTK2* mRNA levels in 1435 annotated ovarian cancer patient samples. Selections were: relapse-free survival, split patients by median, stage (all), histology (serous), grade (all), debulk (all), and chemotherapy treatments (all).

### Proteomics

ECM-enriched protein extracts from tumorsphere cultures in PromoCell were prepared by trypsin digestion as described (Ojalill et al., 2018). Peptides were separated by a nanoflow HPLC system (Easy-nLC1000, Thermo) coupled to a Q Exactive Hybrid Quadrupole-Orbitrap Mass Spectrometer (Thermo). A full MS (mass spectrum) scan over the mass-to-charge (m/z) range of 300–2000 with a resolution of 140,000 followed by data-dependent acquisition of with an isolation window of 2.0 m/z and a dynamic exclusion time of 20 s was performed. The top 10 ions were fragmented by higher energy collisional dissociation (HCD) with a normalized collision energy of 27 and scanned over the m/z range of 200–2000 with a resolution of 17,500. After the MS2 scan for each of the top 10 ions had been obtained, a new full MS scan was acquired and the process repeated until the end of the 70 min run. Three repeated runs per sample were performed. Tandem mass spectra were searched using MaxQuant software (v1.5.2.8) against reviewed (SwissProt) mouse sequences of UniProtKB release 2018_08. Peptide-spectrum-match- and protein-level false discovery rates were set at 0.01. Carbamidomethyl (C), as a fixed modification, and oxidation (M, P, K) as dynamic modifications were included.

A maximum of two missed cleavages was allowed. The LC-MS profiles were aligned, and the identifications were transferred to non-sequenced or non-identified MS features in other LC-MS runs (matching between runs). The extracted ion intensities of all peptides matching to the same protein from the three technical replicates were summed. Proteins were determined as detected in sample identification was derived from at least two unique peptide identifications. Contaminant proteins (according to the contaminants listed in MaxQuant), reverse identifications, and identifications only by site were removed. Only the proteins containing ‘cell membrane’, ‘plasma membrane’, ‘cell surface’, ‘extracellular matrix’ or ‘secreted’ in the cellular component gene ontology or in the subcellular location definition in the UniProt database were included in the final list. Samples were normalized by sum of protein intensities.

### Immunohistochemistry

Mouse tumors were divided into thirds and either processed for protein lysates, fixed in formalin, or frozen in optimal cutting temperature compound. For immunohistochemical staining, paraffin-embedded tumors were sectioned, mounted onto glass slides, deparaffinized, rehydrated, processed for antigen retrieval, and peroxidase quenched as described (Tancioni et al., 2014). Tissues were blocked (PBS with 1% BSA, and 0.1% Triton X-100) for 45 min at room temperature and incubated with anti-PAX8 (1:200), anti-FAK (1:200), anti-Ki67 (1:500), anti-active β-catenin (1:800) or anti-pY397 FAK (1:100) in blocking buffer overnight. FAK pY397 antibodies were pre-incubated with 200-fold molar excess of FAK pY397 peptide (Abcam) for 12 hr at RT prior to use in IHC staining. Processing with biotinylated goat-anti-rabbit or goat-anti-mouse IgG, Vectastain ABC Elite, and diaminobenzidine were used to visualize antibody binding. Slides were counterstained with hematoxylin. Colon or breast carcinoma tumor samples were used as controls for active β-catenin staining. High-resolution digital scans were acquired (Aperio CS2 scanner) using Image Scope software (Leica Biosystems). Images were also acquired using an upright microscope (Olympus BX43) with a color camera (Olympus SC100). A board-certified pathologist evaluated H and E, Pax8, pY397 FAK, or Ki67 stained images of patient tumor samples in a blinded manner. Quantification was performed using Aperio Image Analysis software (v12.3.0.5056) using the positive pixel count (v9) algorithm. Pax8-positive regions were identified and then these regions were manually-transposed onto images from FAK pY397-stained serial section slides. Average intensity (I-Avg) values were obtained and percent FAK pY397 was calculated.

Frozen tumors were thin sectioned (7 µm) using a cryostat (Leica), mounted onto glass slides, fixed with acetone (or with 4% paraformaldehyde) for 10 min, permeabilized (PBS with 0.1% Triton) for 1 min, and blocked (PBS with 8% goat serum) for 2 hr at room temperature. Sections were incubated in anti-ALDH1A1 (1:100) or anti-pY397 FAK (1:100) in PBS with 2% goat serum overnight. Antibody binding was detected with goat anti-rabbit conjugated with Alexa Fluor-488. Cell nuclei were visualized using Hoechst 33342 stain (Thermo). Images were sequentially captured at 20X magnification (UPLFL objective, 1.3 NA; Olympus) using a monochrome charge-coupled camera (ORCA ER; Hamamatsu), an inverted microscope (IX81; Olympus), and Slidebook software (Intelligent Imaging). Images were pseudo-colored, overlaid, merged using Photoshop (Adobe), and quantified using Image J.

### Statistics

Statistical difference between groups was determined using one-way or two-way ANOVA with Tukey, Bonferroni’s or Fisher’s LSD post-hoc analysis. Differences between pairs of data were determined using an unpaired two-tailed Student’s t test. For the IHC analysis the differences between pairs of data were calculated using a paired two-tailed Student’s t test. All statistical analyses were performed using Prism (GraphPad Software, v7). p-Values of <0.05 were considered signiﬁcant.

## Data Availability

The exome sequencing FASTA files have been deposited to the NCBI Sequence Read Archive under accession number SRP194638. The RNA-Sequencing FASTQ files have been deposited to the NCBI Gene Expression Omnibus under the accession number GSE129099. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al., 2019) partner repository with the dataset identifier PXD013062. The following datasets were generated: MarjaanaOjalillDavidD Schlaepfer2019FAK activity sustains intrinsic and acquired ovarian cancer resistance to platinum chemotherapyProteomeXchangePXD01306210.7554/eLife.47327PMC672180031478830 DavidD SchlaepferDwayneG Stupack2019FAK activity sustains intrinsic and acquired ovarian cancer resistance to platinum chemotherapyNCBI Sequence Read ArchiveSRP19463810.7554/eLife.47327PMC672180031478830 DavidD SchlaepferDwayneG Stupack2019FAK activity sustains intrinsic and acquired ovarian cancer resistance to platinum chemotherapyNCBI Gene Expression OmnibusGSE12909910.7554/eLife.47327PMC672180031478830

How the deposited data were processed for this re-analysis (not part of the article)

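The deposited data hold RNA sequencing of 14 samples of mouse KMF ovarian tumor cells grown as tumorspheres for 5 days. Parental KMF, KT13 FAK KO, FAK-WT and β-catenin ΔGSK cells have 3 samples each, and FAK-R454 cells have 2. The authors sequenced paired-end poly(A)-selected libraries, mapped the reads with TopHat2 and deposited the expression of 35275 genes in each sample as FPKM. The authors used DESeq2 for their own lists of changed genes. Neither the raw reads nor the mapping was reprocessed.

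Multiplying FPKM by gene length and dividing by the smallest step of each library gave whole fragments for 100% of the values, with a tolerance of 0.01. The libraries held between 25390558 and 35289859 fragments on genes, with a median of 28720224. The 20 genes with the most fragments held between 5.88% and 6.83% of them.

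Comparisons were made in R 4.3.3 with limma 3.58.1 on log2(FPKM + 0.1), with lmFit and eBayes with a trend, on the samples of 2 lines at a time. Genes were tested when their mean FPKM was above 1 in at least 1 of the 2 lines. A call needed an adjusted p under 0.05 (Benjamini-Hochberg), a log2 fold change of 1 or more in size and a mean FPKM above 1 in the higher line. FAK activity-dependent genes were those called higher in FAK-WT than FAK KO cells and not called higher in FAK-R454 than FAK KO cells. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, and Reactome sets came from fgsea 1.28.0. At this fixed value camera takes little account of a list's genes varying together between samples. The exact permutation p of 3 samples against 3 cannot be under 0.1, so p-values are those of limma.

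The pairing used in the replicate block comes from the replicate numbers in the sample labels, and FAK KO and FAK-WT replicate 3 have no FAK-R454 partner. Alternatives were another pseudocount, no filter and a stricter filter, median-of-ratios scaling, no trend, 1 fit of 4 lines, the replicate block, limma-voom on the recovered fragments, a log2 fold threshold of 0.5 and none, Reactome sets, and leaving out each sample in turn. Centring each chromosome on its median in each sample and taking a fit on gene length, GC content and expression level out of each library were added after seeing the data. The rule for genes named in the text was every gene the paper names that bears on the sequencing or the knockout, the 3 genes with the largest change in each direction in each comparison among called genes whose groups do not overlap, called members of the gene lists, and the genes of the 135-gene list with the largest and smallest change. Some genes that meet this rule are not reported here.

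The method was tested on simulated changes in 200 genes. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. KEGG sets, the human tumor data, and the DNA, protein and tumor experiments were not analysed here.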

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

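All tests in this part were chosen only after the result they examine was seen. Where splits are given, the 6 samples of 2 lines were also grouped in the other ways that part all 3 same-numbered pairs, which makes 4 splits with the real one. The remaining splits part 1 pair. With 4 splits the share cannot be under 1 of 4, so the splits by themselves do not decide about chance. In libraries simulated with no change between the lines, 2 genes were called. The simulation drew each gene independently, so it holds no variation shared by many genes of a library and does not test that.

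Genes of chromosome 15 were higher in FAK-WT than in FAK KO cells, a grouping by chromosome that the paper does not report for these data, with a shift of 0.38 on the log2 scale against the other chromosomes. In 1 of 4 splits, the real one, the shift was as large. After a fit on gene length, GC content and expression level in the other chromosomes, 0.33 was left. A few strongly changed genes are not enough, since 91.7% of the chromosome 15 genes were above the median of the others. A response to β-catenin was tested by the shift in β-catenin ΔGSK cells, which was 0.10. More copies of chromosome 15 in the FAK-WT cells would raise it along its length, and 11 of 11 bins of 10 megabases had a median above 0. With 91.7% of the genes raised this is near certain in any case, and the bins differ, from 0.16 at 30 megabases to 0.48 at 70, so the bins do not decide. A difference in the copy number of chromosome 15 is a candidate explanation that remains untested. DNA of these lines was not analysed here. Over FAK KO cells the shift was 0.11 in KMF cells, which express FAK, and 0.17 in FAK-R454 cells, so the presence of FAK does not by itself go with a shift of the size in FAK-WT cells.

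Genes of chromosome 18 were lower in FAK-WT than in FAK KO cells, also a grouping by chromosome that the paper does not report for these data, with a shift of -0.30. In 1 of 4 splits, the real one, the shift was as large. After the fit on gene length, GC content and expression level, -0.22 was left. More copies of chromosome 18 in the FAK KO cells would lower it in every other line against FAK KO, and the least negative shift of the 4 other lines was -0.11, in FAK-R454 cells. It was -0.29 in β-catenin ΔGSK and -0.34 in KMF cells. Extra copies in the FAK KO cells would shift all lines alike, and would not lower chromosome 18 in FAK-WT relative to FAK-R454 cells, where its median was -0.22 against -0.045 for all genes. The FAK-WT, FAK-R454 and β-catenin ΔGSK cells were also made from FAK KO cells and would be expected to carry copies present at that time. Such copies alone thus do not account for the shifts, and the test does not decide whether they contribute. All lines were compared with the same FAK KO libraries, so their shifts are not independent, and DNA was not analysed here.

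KMF cells, whose difference from FAK KO cells in these data the paper does not report, had 472 genes called higher and 481 lower. In 1 of 4 splits, the real one, there were as many higher genes, and in 1 of 4 as many lower. With all libraries at the same depth, 484 genes were higher and 486 lower. With each chromosome centred, 488 were higher and 434 lower. Gene length, GC content and expression level explained 1.72% of the variance of the changes. With a fit on them taken out of each library, 479 genes were higher, 431 of them among the 472, and 465 lower, 443 of them among the 481. Depth, whole-chromosome shifts and gene composition thus do not account for the counts, nor does noise of the simulated size that is independent between genes. KMF and KT13 FAK KO cells differ in FAK and in being a selected clone. In FAK-WT cells, the same clone with FAK re-expressed, 31.8% of the genes higher in KMF were also called higher and 24.9% of those lower in KMF also called lower, so most of these genes were not called in the same direction when FAK was re-expressed.

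In FAK-WT cells 203 genes were called lower than in FAK KO cells, a direction the paper does not report. In 1 of 4 splits, the real one, there were as many lower genes. The count was 202 with all libraries at the same depth and 151 with each chromosome centred. Gene length, GC content and expression level explained 12.3% of the variance of the changes over all tested genes, a share that does not test these calls. With a fit on them taken out of each library, 186 genes were lower, 158 of them among the 203, so gene composition does not account for most of the calls. Noise of the simulated size that is independent between genes does not account for them either. Of the 203 genes, 120 were also called lower in KMF and 119 in β-catenin ΔGSK cells.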

How the results depend on the processing

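The alternatives were chosen before the data were examined, except the centring of each chromosome, which was chosen after seeing the data. Where a result changed, the cause was not tested.

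With a pseudocount of 1, FAK-WT over FAK KO gave 174 genes higher and 99 lower, FAK-R454 over FAK KO 108 higher, β-catenin ΔGSK 535 lower, FAK-WT over FAK-R454 26 higher, and KMF 274 higher and 292 lower. FAK activity-dependent genes were 113, genes higher in both FAK lines 61, and genes shared with β-catenin ΔGSK 30. Of the activity-dependent genes 15 were higher than in FAK-R454 and 39 higher in KMF. Of the 135 listed genes 9 were called in FAK-WT, 41 in β-catenin ΔGSK and 17 in KMF cells.

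With FPKM above 1 in every sample, the same counts were 179 and 113 for FAK-WT, 111 for FAK-R454, 363 and 433 for β-catenin ΔGSK, 41 for FAK-WT over FAK-R454, and 274 and 246 for KMF. Activity-dependent genes were 101, those higher in both 78, shared 33, higher than in FAK-R454 19, higher in KMF 44, and listed genes in FAK-WT 11. The interferon median in FAK-WT was 0.10 and the hypoxia median in KMF 0.31, no longer past the threshold. The Wnt median in FAK-R454 reversed to -0.031 and the interferon median in KMF to -0.072. With no filter, these 2 medians reversed to -0.079 and -0.29.

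With a log2 threshold of 0.5, the counts were 935 and 1010 for FAK-WT, 599 for FAK-R454, 1534 and 2338 for β-catenin ΔGSK, 221 for FAK-WT over FAK-R454, and 1334 and 1443 for KMF. Activity-dependent genes were 518, those higher in both 417, shared 204, higher than in FAK-R454 122, and higher in KMF 237. Of the listed genes 91, 130 and 82 were called in FAK-WT, β-catenin ΔGSK and KMF cells. With no fold threshold 1851, 1156 and 2828 genes were higher in FAK-WT, FAK-R454 and β-catenin ΔGSK cells. Activity-dependent genes were 120 when genes higher in FAK-R454 at any fold were removed, and 42 when a direct difference from FAK-R454 was required. Limma-voom called 34 listed genes in FAK-WT cells.

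The hypoxia median in β-catenin ΔGSK cells was no longer past the threshold with median-of-ratios scaling (0.62), without a trend (0.54), in 1 fit of 4 lines (0.54), with limma-voom (0.62) or with centring (0.59). The 1 fit of 4 lines did the same to hypoxia in FAK-R454 (0.39), and the replicate block to DNA replication in FAK-R454 (0.11). The block reversed hypoxia in FAK-WT over FAK-R454 to -0.040. Centring reversed the Wnt median in FAK-R454 to -0.10, the interferon median in β-catenin ΔGSK to 0.18, and Myc in FAK-R454 to -0.10.

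Reactome Cell Cycle reversed the cell cycle medians to -0.028 in FAK-WT, -0.025 in FAK-R454 and -0.000997 in FAK-WT over FAK-R454. Reactome DNA Replication gave 0.011 in FAK-WT and 0.00197 in FAK-WT over FAK-R454, not past the threshold, and reversed to -0.021 in FAK-R454 and -0.040 in β-catenin ΔGSK. These signs refer to 0. The median of all tested genes was -0.076 in FAK-WT, -0.028 in FAK-R454, -0.089 in β-catenin ΔGSK and -0.045 in FAK-WT over FAK-R454, below each of these values.

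Leaving out 1 sample at a time gave from 30 to 109 genes higher in FAK-WT than FAK-R454, from 16 to 57 of them activity-dependent, and medians from 0.41 to 0.67 for hypoxia in β-catenin ΔGSK. For FAK-WT over FAK-R454 the medians ran from 0.022 to 0.15 for DNA replication and from 0.051 to 0.29 for the cell cycle. They ran from -0.045 to 0.50 for hypoxia and from 0.33 to 0.38 for Wnt targets. Leaving out 1 FAK-R454 sample leaves 1, so no genes were called there, and the 1 fit of 4 lines gives no KMF values.

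Of the other results, 545 kept their direction and side of the threshold, or stayed within the limits set for a count. Among values of single genes 1989 were the same, 64 became weaker, 18 stronger, 7 moved and 9 reversed. In FAK-WT over FAK KO cells centring reversed Gdpd2 to 0.0054, Cpq to -0.021 and Ptk2b to 0.10. Ptk2b also reversed with median-of-ratios scaling (0.032) and limma-voom (0.035). Leaving out 1 sample gave from -0.27 to 0.017 for Gdpd2 and from -0.11 to 0.062 for Ptk2b. With 2 samples, FAK-R454 comparisons leave few degrees of freedom, most of all with the block.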

Differences from the paper's values

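The paper's count of genes higher in FAK-WT than FAK KO cells is 1040, against 344 here. Its count for FAK-R454 is 449, against 228 here, and 145 if that number stands for the genes higher in both lines. The paper's FAK activity-dependent genes number 591, against 199 here. For β-catenin ΔGSK cells the paper's count is 1739, against 611 here, and the paper's shared genes are 241, against 62 here. Of the alternatives set before the data were examined, the log2 fold threshold of 0.5 brings each of these within 1.5 times the paper's value, with 935, 599, 417, 518, 1534 and 204 genes, and none of the others does. In the paper's supplementary table for FAK-WT over FAK KO cells 1998 of 2640 genes could be read, of which, by the paper's values, 292 have a log2 fold change of at least 1 and an FPKM above 1, and 1003 one of at least 0.5. The paper's fold changes followed those here with a Pearson r of 0.966 over 1679 genes. In its table for FAK-R454 over FAK KO cells 1040 of 1553 could be read, with 137 and 545 by the paper's values and a Pearson r of 0.917 over 921 genes.

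The paper's supplementary table gives Myc a log2 fold change of 0.49 in FAK-WT over FAK KO cells, against 0.42 here. Median-of-ratios scaling (0.49), limma-voom (0.49) and the fits without FAK KO replicate 1 (0.44) and without FAK-WT replicate 3 (0.45) close the gap, and the other alternatives set before the data were examined do not. For Ndufa4l2 the paper's value is 1.02, against 2.56 here, and none of the alternatives set before the data were examined closed the gap.

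The paper describes the genes it measured by qRT-PCR as raised by FAK-WT and as part of its list regulated by FAK activity and β-catenin. Of these 10 genes, Klf5 and Ndufa4l2 were called higher in FAK-WT cells here, and Ndufa4l2 was also called higher in FAK-R454 cells, by 1.53, so that it is not activity-dependent here. The log2 fold threshold of 0.5 and no fold threshold call all 10. Klf5 is not called with a pseudocount of 1 or with FPKM above 1 in every sample, which leaves Ndufa4l2. Median-of-ratios scaling also calls Amigo2 and Fos, limma-voom these and Dscc1, and the fit without FAK KO replicate 1 Amigo2 and Fos. Fos is also called without FAK KO replicate 2, Amigo2 without FAK-WT replicate 1, Dscc1 without FAK-WT replicate 3, and Fos with each chromosome centred, which was chosen after seeing the values.

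The paper counts Myc among the shared genes. Its log2 fold change of 0.42 is under the threshold of 1 here, and of the settings run it is called higher in FAK-WT cells with no fold threshold. The paper places its 135 listed genes in the shared set, and 22 of them were called higher in FAK-WT cells here. In the paper's supplementary table, 24 of the 135 have a log2 fold change of at least 1.

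The methods name a pair of guides in exon 4 of Ptk2. Neither has an exact match in the 15 annotated Ptk2 transcripts, with at least 7 and 5 mismatches, and introns were not searched.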

Other observations

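All tests in this part were chosen only after the result they examine was seen.

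Myc lies on chromosome 15, and its log2 fold change in FAK-WT over FAK KO cells was 0.42, against 0.10 with each chromosome centred. Among 479 genes of chromosome 15 it ranks 168. The shift of chromosome 15 may account for part of the rise of Myc mRNA in FAK-WT cells. With centring the change was 0.77 in β-catenin ΔGSK, 0.39 in KMF and -0.10 in FAK-R454 cells over FAK KO cells, and 0.22 in FAK-WT over FAK-R454 cells. Centring also takes out any effect of FAK that the whole chromosome shares, copy number was not measured, and these data hold no measure of Myc protein.

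The 135 listed genes gather on some chromosomes: 18 lie on chromosome 15, 12 on chromosome 17 and 0 on chromosome 18. Across 20 chromosomes the share of listed genes followed the chromosome's shift in FAK-WT cells with a Pearson r of 0.80 (permutation p = 7.00e-05) and a Spearman rho of 0.56 (permutation p = 0.0117). The list was chosen for genes higher in FAK-WT cells, so this relation is partly built in and cannot tell whether the shifts caused it. It was also matched to genes gained in HGSOC, where a region that the paper places on mouse chromosome 15 is often gained. Without chromosomes 15 and 17 the Pearson r was 0.54 (permutation p = 0.0169). For the members on chromosome 15 the median in FAK-WT over FAK KO cells fell from 0.63 to 0.32 with each chromosome centred, and those higher at any fold from 17 to 8 of 18. For the other members it was 0.61 and 0.68 with centring, which also takes out the median of all genes, below 0 here. Of the whole list 107 genes were higher at any fold with centring, against 118.

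The chromosome shifts of FAK-R454 cells followed those of FAK-WT cells, with a Pearson r of 0.84 and a slope of 0.39 (permutation p = 1e-05, the smallest the permutations can give). A mixture of cells with the 2 sets of chromosomes might give this, but the FAK KO samples are shared by both comparisons, which alone gives a relation, so the test cannot decide.

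Other chromosomes were also shifted by 0.2 or more in size against the rest. Chromosome 17 was shifted by 0.24 in FAK-WT cells, with 80.7% of its 570 genes higher, and by 0.27 in KMF cells. In KMF cells the shifts were also 0.25 on chromosome 1, 0.27 on chromosome 3, -0.30 on chromosome 6, -0.20 on chromosome 13 and -0.23 on chromosome 19, and in β-catenin ΔGSK cells -0.23 on chromosome 5. No explanation was tested for these.

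The overlap of activity-dependent and β-catenin ΔGSK genes could come from the FAK KO libraries used in both comparisons. With disjoint FAK KO libraries the median ratio of shared to expected genes was 10.2, so the shared libraries do not account for the overlap. These libraries are still of the same FAK KO line. Whether traits of that line contribute to the overlap is thus not tested.

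The cell cycle list differed between libraries of one line. Its deviations ran against those of the hypoxia list, with a Pearson r of -0.70 across 14 libraries (permutation p = 0.0868) and a Spearman rho of -0.59 (permutation p = 0.0961). Low-oxygen expression in the same library may contribute, but the test does not settle it.

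For the gene counts and gene lists, 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave a result as large. This holds for the genes higher and lower in FAK-WT, β-catenin ΔGSK and KMF over FAK KO cells, and for the Wnt, DNA replication, cell cycle and hypoxia lists in each of these, and for the interferon list in KMF cells. For the interferon list in FAK-WT and in β-catenin ΔGSK cells it was 2 of the 4. With 4 splits the share cannot be under 1 of 4, so the splits by themselves do not decide about chance. For the gene counts, libraries simulated with no change gave 2 calls, so noise of that size that is independent between genes does not account for them. Variation shared by many genes of a library was not simulated.

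Try5 was 482.5 ± 49.8 FPKM in FAK KO, 4.94 ± 0.438 FPKM in FAK-WT and 1.02 ± 0.294 FPKM in KMF cells (SD, n = 3 each), and 135.2 ± 4.09 FPKM in FAK-R454 cells (SD, n = 2). It is listed at 0 in β-catenin ΔGSK cells, which were derived from FAK KO cells. No explanation was tested.

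The paper reports N-cadherin, GPC4, Nectin-2, laminin, collagen VI and β-catenin protein as higher in FAK-WT than in FAK KO cells, and ALDH-1A2 and ALDH-1B1 protein as restored. The values here are of mRNA, a different measure. Some of these mRNAs were lower in FAK-WT cells on the log2 scale (SD, n = 3 each, adjusted p from limma). Cdh2 was 14.4 ± 0.384 FPKM in FAK-WT and 26.0 ± 1.20 FPKM in FAK KO cells (-0.84, adjusted p = 8.43e-05), Gpc4 was 63.3 ± 6.09 FPKM in FAK-WT and 105 ± 2.61 FPKM in FAK KO cells (-0.73, adjusted p = 3.78e-04) and Aldh1b1 was 1.13 ± 0.111 FPKM in FAK-WT and 1.82 ± 0.0590 FPKM in FAK KO cells (-0.64, adjusted p = 0.00871). Ctnnb1 changed by -0.17 (adjusted p = 0.0439). Higher were Col6a1 by 3.51, Lamb1 by 0.43 (adjusted p = 0.00999) and Aldh1a2 by 0.80 (adjusted p = 0.0177), and Pvrl2, which encodes Nectin-2, changed by 0.12 (adjusted p = 0.406). No explanation was tested.

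For other genes the paper names, the log2 fold changes in FAK-WT over FAK KO cells were Alppl2 1.21, Aldh1a1 -0.66, Cpq 0.29, Gdpd2 -0.17, Cdkn1a 0.22, Ccnd1 0.37 and Ptk2b -0.04. The adjusted p from limma was 0.00674 for Alppl2, 0.00116 for Aldh1a1, 0.0100 for Ccnd1 and 0.0328 for Cdkn1a, and above 0.05 for the others. The direction of Ptk2b, Gdpd2 and Cpq was not the same in all settings, and no explanation was tested.

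The largest log2 fold changes among called genes, beyond those named in the passages, were as follows. In FAK-R454 over FAK KO cells Itm2a and Gm11966 rose by 3.54 and 3.29, Gm17482, listed at 0 in FAK KO cells, was 1.36 ± 0.865 FPKM (SD, n = 2), and Ces1d, Try4 and Smarca5-ps changed by -3.04, -2.26 and -2.14. In β-catenin ΔGSK cells Try5, Try4 and Cck are listed at 0, and Cck was 23.9 ± 2.55 FPKM in FAK KO cells (SD, n = 3). In FAK-WT over FAK-R454 cells the changes were Sprr2a3 2.36, Krt6a 2.33, Bmp7 2.12, Speer4a -5.48, Try5 -4.75 and Tspan11 -3.78. In KMF over FAK KO cells they were Rbfox3 5.74, Ndufa4l2 4.84, Try4 -9.24, Try5 -8.78 and Speer4a -6.51, and Zic2, listed at 0 in FAK KO cells, was 3.95 ± 0.579 FPKM (SD, n = 3).

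Members of the gene lists that were called had these log2 fold changes. In FAK-WT over FAK KO cells they were Ndrg1 2.28, Cmpk2 1.03, Vegfa 1.22, Irf7 1.13, Car9 1.71, Ak4 1.83, Ifit2 1.04, Ankrd37 1.51 and Ifit3 1.29, besides Ndufa4l2, Axin2 and Notum, and in FAK-R454 over FAK KO cells Ndrg1 1.62 and Dkk1 2.45, besides Ndufa4l2. In FAK-WT over FAK-R454 cells they were Axin2 1.30, Cmpk2 1.09 and Dkk1 -1.61. In KMF over FAK KO cells they were Pkmyt1 1.08, Axin2 2.70, Ndrg1 1.93, Vegfa 1.87, Irf7 1.23, Car9 1.48, Ak4 2.74, Bnip3 2.58, Mcm5 1.16, Cdt1 1.24, Bmp4 1.05, Prim1 1.10, Cdc25b 1.06, Ccna2 1.19, Egln3 1.41, Mcm3 1.19 and Lig1 1.04, besides Ndufa4l2. In β-catenin ΔGSK over FAK KO cells they were Ndrg1 1.73, Cmpk2 1.26, Ak4 1.62, Tcf7 1.48, Ube2c 1.07, Cdc20 1.71, Aurkb 1.25, Usp18 1.83, Plk1 1.19, Nkd1 6.45, Ccnb2 1.35, Car12 -2.47, Rnf43 4.04, Dna2 1.11, Bub1b 1.32, Znrf3 1.23, Tnfrsf19 6.77, Apcdd1 1.26, Bnip3 1.49 and Lgr5 5.36, besides Axin2, Notum and Ndufa4l2.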
